# Transcriptome Profiling of Peripheral Blood Cells Identifies Potential Biomarkers for Doxorubicin Cardiotoxicity in a Rat Model

**DOI:** 10.1371/journal.pone.0048398

**Published:** 2012-11-27

**Authors:** Valentina K. Todorova, Marjorie L. Beggs, Robert R. Delongchamp, Ishwori Dhakal, Issam Makhoul, Jeanne Y. Wei, V. Suzanne Klimberg

## Abstract

**Aims:**

Doxorubicin (DOX), a widely used anticancer agent, can cause an unpredictable cardiac toxicity which remains a major limitation in cancer chemotherapy. There is a need for noninvasive, sensitive and specific biomarkers which will allow identifying patients at risk for DOX-induced cardiotoxicity to prevent permanent cardiac damage. The aim of this study was to investigate whether the expression of specific genes in the peripheral blood can be used as surrogate marker(s) for DOX-induced cardiotoxicity.

**Methods/Results:**

Rats were treated with a single dose of DOX similar to one single dose that is often administered in humans. The cardiac and peripheral blood mononuclear cells (PBMCs) genome-wide expression profiling were examined using Illumina microarrays. The results showed 4,409 differentially regulated genes (DRG) in the hearts and 4,120 DRG in PBMC. Of these 2411 genes were similarly DRG (SDRG) in both the heart and PBMC. Pathway analysis of the three datasets of DRG using Gene Ontology (GO) enrichment analysis and Ingenuity Pathways Analysis (IPA) showed that most of the genes in these datasets fell into pathways related to oxidative stress response and protein ubiquination. IPA search for potential eligible biomarkers for cardiovascular disease within the SDRG list revealed 188 molecules.

**Conclusions:**

We report the first in-depth comparison of DOX-induced global gene expression profiles of hearts and PBMCs. The high similarity between the gene expression profiles of the heart and PBMC induced by DOX indicates that the PBMC transcriptome may serve as a surrogate marker of DOX-induced cardiotoxicity. Future directions of this research will include analysis of PBMC expression profiles of cancer patients treated with DOX-based chemotherapy to identify the cardiotoxicity risk, predict DOX-treatment response and ultimately to allow individualized anti-cancer therapy.

## Introduction

Doxorubicin (DOX, Adriamycin) is the key component of many cytotoxic regimens for treatment of different adult and childhood cancers [1]. DOX cardiotoxicity remains a major limitation in cancer chemotherapy [2]. The cardiac events occurring in cancer patients treated with DOX-based regimens have been estimated to be between 4% and 45% [3], [4], [5] and the frequency of subclinical cardiotoxicity in children treated with DOX was estimated to be up to 57% [6]. DOX-induced cardiotoxicity can develop during the therapy or in the months after its completion (early or acute cardiotoxicity) or it can manifest itself several years after the treatment (late onset chronic) cardiotoxicity) [7],[8],[9]. DOX-associated cardiac toxicity results from a cumulative dose-related effect [10],[11]. The most commonly used DOX dose schedule is 60 to 75 mg/m^2^ in each intravenous injection administered at 21 to 28-day intervals and each administration constitutes additive or sequential irreversible cardiac damage [12].To date however, no biomarker for early pre-symptomatic detection of DOX cardiotoxicity has been validated [13]. Currently, the clinical methods used for detection of pre-symptomatic DOX-induced cardiotoxicity [assessment of left ventricular volume (LVV) and ejection fraction (LVEF) using echocardiography and radionuclide angiography] show low diagnostic sensitivity and low predictive power, and identify the existing cardiomyopathy rather than prevent it [14],[15]. Invasive techniques such as endomyocardial biopsy cannot be performed routinely [16]. Blood cardiac biomarkers such as cardiac troponins [17] and cardiac natriuretic peptides [18] have been evaluated in animal models and in clinical studies [19] but their diagnostic and prognostic values in humans have not been validated [20].

Several reports indicate that there is a considerable variation in an individual's susceptibility to the cardiotoxic effects of DOX [21]. A retrospective analysis of three clinical trials indicates that DOX cardiomyopathy can occur at low doses, suggesting the presence of increased phenotypic sensitivity in some individuals [22]. For example, DOX doses >1000 mg/m^2^ were tolerated by some patients, whereas others developed DOX-induced cardiotoxicity after <200 mg/m^2^ [23]. The presence of such widely varying sensitivity suggests that early identification of patients who may be at risk for DOX-induced cardiac damage might help clinicians to reduce the incidences of cardiotoxicity and the associated morbidity [24].

Because of their ease of accessibility, the expression profiles in “surrogate” tissues, such as peripheral blood mononuclear cells (PBMCs), are of interest for determining whether their gene expression patterns may predict clinical outcomes in various diseases. A number of studies have demonstrated that transcriptomic changes in peripheral blood can serve as biomarkers of exposure to xenobiotics or as biomarkers of pathological changes occurring in other tissues [25], [26] and [27]. The continuous interactions between blood cells and the entire body, combined with the fast turnover rate of blood cells, gives rise to the possibility that subtle changes occurring in association with injury or disease within the cells and tissues of the body may trigger specific changes in gene expression of blood cells. A high correlation between the gene expression profiles of other tissues and the corresponding PBMC has been reported [28].

The present study aimed to compare the gene expression profiles of hearts and PBMCs of rats treated with a single dose of DOX similar to the single dose administrated to humans with the ultimate goal to identify biomarkers for early prediction of DOX cardiotoxicity in “surrogate” more easily obtainable tissues such as the peripheral blood.

## Materials and Methods

### Animals and treatment

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Animal Care and Use Committee at the Central Arkansas Veterans Healthcare System (CAVHS) (Protocol # 9-11-3), where the animals were housed, treated and sacrificed. A total of 17 female Sprague-Dawley rats were used (Harlan Sprague-Dawley, Inc.,Indianapolis, IN). The rats were maintained in standard cages (two animals per cage) in the Animal Care Facility of CAVHS (Little Rock, AR, USA). We have used female rats in this study, as it has been reported that androgens play a protective role against the development of DOX-induced cardiotoxicity [29].The rats were subjected to a 12-hour dark/light cycle and food (Harlan Teklad, Madison, WI), and water were provided ad libitum. The rats were randomized into 2 groups: experimental group (n = 9) and control group (n = 8). The rats in the experimental group were injected intraperitoneally (i.p.) with a single dose of 12 mg/kg DOX, as DOX hydrochloride (Sigma Chemical Co., St. Louis, MO, USA) diluted in saline. This dose of DOX, depending on the body weight of the rat is approximately similar to 65–75 mg/m^2^ for humans [30]. The rats were injected intraperitoneally (i.p.) with a 2 mg/kg DOX-saline solution with the volume calculated for the individual rat's body weight. The i.p. route of administration of DOX in small animals is the standard route of DOX administration [31]. In the clinical practice DOX concentrate for infusion is usually 2 mg/ml doxorubicin hydrochloride in saline (0.9% Sodium Chloride), “given via the tubing of a freely running intravenous infusion” [32]. The control rats were injected i.p. with 0.1 ml saline so that they were exposed to the same stress. All rats were sacrificed under deep isoflurane anesthesia 48 hours after DOX administration.

### Sample collection, biochemical assays

At sacrifice whole blood (2.5–3 ml) was collected via heart puncture into K_2_EDTA-containing tubes. Samples from the left ventricle (LV) of the heart were collected, snap-frozen in liquid nitrogen, and stored at −80°C until used. PBMCs were separated from the whole blood diluted 1∶2 with PBS by gradient centrifugation using Ficoll Paque Plus (GE Healthcare Biosciences, Upsala, Sweden).

The fluorescent properties of DOX were used to verify the equal concentrations of DOX in the blood and heart samples [33]. The fluorescent levels were expressed as µg/mg protein or µg/ml blood. Protein content of the tissue samples was measured using the Bio-Rad Protein Assay (Bio-Rad Laboratories, Hercules, CA).

Complete leukocyte counts and differentials were obtained using an automated hemocytometer (Hemavet 950FS Veterinary System, Drew Scientific Group; Oxford, CT) according to the manufacturer's instructions.

Blood chemistry values were determined in 5 control rats and 6 rats treated with DOX using VetScan VS2 analyzer (Abaxis, Inc., Union City, CA). The Comprehensive Diagnostic Profile reagent rotor was selected for quantitative determination of 14 parameters, including alanine aminotransferase (ALT), albumin (ALB), alkaline phosphatase (ALP), amylase (AMY) total calcium (CA++), creatinine (CRE), globulin (GLOB), glucose (GLU), phosphorus (PHOS), potassium (K+), sodium (NA+), total bilirubin (TBIL), total protein (TP), and urea nitrogen (BUN).

Statistical analyses of the biochemical assays results were performed using ANOVA (StatView II) and the results were expressed as mean ± standard error (SE). P<0.05 was considered to indicate a statistically significant difference.

### RNA extraction, microarray and data analysis

RNA was extracted from the PBMC and heart samples from identical rats and numbered accordingly so that samples from the same rat could be identified (AllPrep DNA/RNA/protein mini kit, Qiagen, Valencia, CA) and only samples with a RIN score>7 were used for expression analysis. The RNA integrity number (RIN score) was assessed on a Bioanalyzer (Agilent, Palo Alto, CA, USA) prior to labeling. For each individual sample, 10 ng of total RNA was amplified using Ovation PicoSL WTA system V2 (NuGen Technol., San Carlos, CA). A total of 34 separate samples (17 heart samples and 17 PBMC samples) were used. This allowed us to evaluate sample to sample variability in the gene expression both within and across each group. Each individual heart RNA sample and PBMC RNA sample was amplified to have sufficient quantities of RNA to proceed with both the arrays and QPCR. The Ovation Pico WTA System is a whole transcriptome RNA Amplification System based on Ribo-SPIA® technology, initiating at both the 3′ end and randomly throughout the entire transcriptome. Total RNA (500 pg) from each of the 34 samples was used to generate amplified cDNA. The amplified cDNA was cleaned with the MinElute Reaction Cleanup Kit and labeled using Encore Biotin IL Module (Nugen Technol, San Carlos, CA.). The labeled cDNAs (3 µg) were hybridized to Illumina RatRef-12 Expression BeadChips. Each array is comprised of 22,523 probes selected primarily from the NCBI RefSeq database (Illumina, San Diego, CA). Recently published papers [34], [35] did not report duplicated or triplicated arrays. However, we run duplicated samples from 7 randomly selected rats (4 DOX-treated and 3 controls), i.e 14 samples, including 7 heart- and 7 PBMC samples from matching rats in order to verify our results. Following hybridization all forty-eight arrays were washed, labeled with Cy3 streptavidin, washed again to remove unincorporated Cy3 and quickly dried. The arrays were scanned on the Illumina iScan Reader and the data were imported into Illumina GenomeStudio software to assess quality metrics of each sample and Illumina internal controls (sample independent and sample dependent) which are included on each array. The raw data without any background subtraction or analysis were exported to an excel table for analysis using Statistical Analysis System (SAS).

Intensity data from microarrays were analyzed as follows: 1) raw probe intensities were log2 transformed, 2) low intensities (background –level intensities) were filtered out, 3) data from each array were then normalized by a median subtraction, 4) comparisons (control vs. DOX-treated) were performed using a moderated Student's t-test per probe (shrinkage-style test statistic), and 5) significance was evaluated by the false discovery rate [36]. More specifically, probes were classified as expressed or not expressed (background –level intensities) based on their average log-intensity over arrays [37] and [38]. Within each array, the median of the log2-transformed intensities computed from the set of ‘not expressed’ probes was subtracted from the log2 intensities to normalize the data. The moderated Student's t-test is discussed by Wright and Simon [39]. For the expressed probes, p-values from the moderated t-test were further adjusted using the null distribution of the ‘not expressed genes’ (motivated by [40], explained further in [37]). Statistical significance was set at false discovery rate <0.05 (FDR, an estimate of the false-positive proportion of the expressed genes that are claimed to be differentially regulated) [41]. Only statistically significant genes with greater than 2-fold change (FC) in expression between groups were retained.

### Gene ontology (GO) enrichment analysis

The gene symbols, which Illumina had assigned to the array probes, were matched with gene ontology (GO) terms using gene annotations for the rat (www.geneontology.org, downloaded on 2/19/2012). GO terms enrichment analysis of the genes that were significantly expressed in both tissues was performed in terms of biological process, molecular function and cellular component. For the 2,400 GO terms with more than 4 expressed genes on the array, we computed an overall probability that the associated set of expressed genes were unaffected by DOX treatment [42], [43]. A false discovery rate was computed for the 2400 analyses within each tissue to provide an adjustment for multiple testing [44]. All computations were programmed using Matlab (www.mathworks.com); in particular the bioinformatics toolbox and the statistics toolbox were used.

### Pathway Analysis

The Ingenuity Pathways Analysis (IPA, Ingenuity® Systems, http://www.ingenuity.com) software was used to identify the significantly enriched canonical pathways and to build, and analyze the significantly enriched molecular interaction networks from the lists of DRG. The canonical pathways were identified based on the IPA library of canonical pathways that were most significant to the data set. Genes from the data set that were associated with a canonical pathway in IPA were then considered for the analysis. The significance of the association between the data set and the canonical pathway was measured in two ways: 1) a ratio of the number of genes from the data set that map to the pathway divided by the total number of genes that map to the canonical pathway is displayed. 2) Fisher's exact test was used to calculate a P-value determining the probability that the association between the genes in the dataset and the canonical pathway may be explained by chance alone. Networks were ranked by a score: the higher the score, the lower the probability of finding the observed data set of genes in a given network by chance. The score takes into account the number of dataset genes and the size of the network and is the negative log of the *P*-value. The Functional Analysis of a network identified the biological functions and/or diseases that were most significant to the genes in the network, as well as the potential toxicity and safety of compounds, associated with a given dataset.

### Real time QPCR

QPCR was used for evaluation and confirmation of the gene expression data. cDNAs amplified using Nugen Ovation Pico WTA system were used. All specific primers (Taqman Gene Expression Assays), including the internal control (eukaryotic 18S rRNA) were purchased from Applied Biosystems (Foster City, CA). Prior to ordering the primers, all probes from the Illumina array were blasted on the NCBI website to verify that they correctly matched the gene defined. QPCR was performed using the ABI 7900HT standard amplification protocol with each specific target using Taqman Universal Fast PCR master mix (Applied Biosystems, Foster City, CA) in a 10 µl PCR reaction (0.5 µl primer/0.5 µl H_2_O/5 µl master mix), according to the manufacturer's protocol. The individual samples were assayed in triplicate on a 96 well plate. Data were analyzed using the 2-deltadelta CT method [45], which is used to compare the changes in gene expression. Delta delta CT is the difference in threshold cycles for the target and control samples. The Ct values (the cycle number at which detectable signal is achieved) of both the control and the samples of interest are normalized to an appropriate endogenous housekeeping gene, which in our studies was 18S. The formula used was:
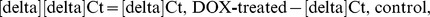
where [delta]Ct,DOX-treated is the Ct value for any DOX-treated sample normalized to the endogenous housekeeping gene; and [delta]Ct control is the Ct value for the calibrator also normalized to the endogenous housekeeping gene.

## Results

### Biochemical parameters

DOX concentrations in the blood and hearts were measured in order to verify the equal treatment conditions for all rats in the experimental group. The results from the analysis of DOX concentration showed that 48 hours after DOX administration the average concentration of DOX in the hearts was 0.342±0.22 µg/mg protein in the experimental groups versus 0.014±0.003 in the controls, p = 0.051 and in the blood 0.591±0.041 µg/ml in the experimental groups versus 0.431±0.071 µg/ml in the controls, p<0.01 (Fig. 1).

**Figure 1:**
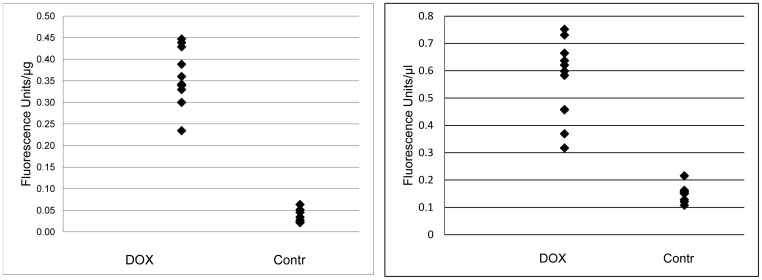
DOX concentration in hearts (A) and blood (B) of rats 48 hours following administration of 12 mg/kg DOX. *P<0.01*.

Red blood cell counts, hematocrit, and hemoglobin concentrations were not affected significantly (not shown). The analysis of the blood cell count showed the presence of lymphocytopenia and thrombocytopenia in the rats treated with DOX (Fig. 2). The results from the blood chemistry analysis (Table 1) showed that 6 of the 14 parameters examined were affected by DOX administration, including ALB, ALT, TBIL, CRE, K+ and Globin.

**Figure 2:**
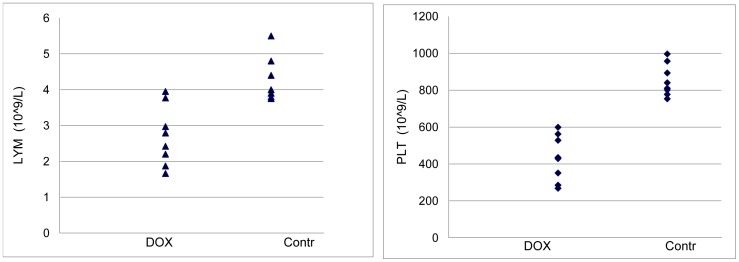
Lymphocytopenia (A) and thrombocytopenia (B) in rats 48 hours after administration of 12 mg/kg DOX. *P*<0.05.

**Table 1:** Blood chemistry values of 5 control rats and 6 rats treated with DOX.

	Controls (n = 5)	DOX-treated rats (n = 6					
	Average	1	2	3	4	5	6
ALB (g/dL)	3.7–4.7	0	3.1	2.9	0	0	0
ALT (U/L)	61–74	149	137	157	204	225	178
TBIL (mg/dL)	0.2–0.4	high	high	high	high	high	high
CRE (mg/dL)	0.2–0.5	high	high	high	high	high	high
K+ (mM)	7.2–9	high	high	high	high	high	high
Globin (g/dL)	1.6–2.5	0	1.4	1.4	0	0	0

### Gene Expression Arrays

The amplified RNA isolated from each sample was used for both gene expression analysis and QPCR. Illumina beadchip gene expression technology was used to identify and compare the early changes in cardiac and PBMC gene expression induced by DOX in rats. The gene expression of LV of the heart and PBMC in individual rats were assayed 48 h after i.p. administration of 12 mg/kg DOX.

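The deposited data comprise 34 arrays, 17 of the left ventricle and 17 of PBMC, the mononuclear blood cells (lymphocytes and monocytes). Each tissue has 8 arrays labelled saline and 9 labelled DOX. The authors amplified the RNA of each sample to cDNA and hybridized it to an Illumina RatRef-12 BeadChip, which reads 22523 probes. The deposited values are log2 intensities that the authors had centred on each array's median without background subtraction. As in the paper's methods, the median of the probes not expressed was then subtracted from each array. The probe with the largest average stood for a gene, and the 6760 genes with an average above 0.1524 on this scale were tested. DOX was compared with saline by limma's moderated test, and a gene was called at an adjusted p under 0.05 and a fold change over 2.
The expressed genes of the heart were dimmer on the DOX arrays. Their median log2 intensity lay between 1.32 and 1.79 on the saline arrays and between 0.22 and 0.70 on the DOX arrays, a difference of −1.07. A two-sided exact permutation test gave p = 4.11e-05, the smallest that 8 arrays against 9 allow, and an adjusted p of 5.48e-05 over 4 array measures. The 22523 probes took 22196 to 22417 distinct values on a heart saline array and 2826 to 4802 on a heart DOX array. An effect of DOX and a difference in how the groups of arrays were processed or exported therefore cannot be told apart. The changes given below are differences between these groups of arrays.
In the PBMC, the sample labels and Table S1 run in opposite directions. Across the 1998 genes of Table S1 that were available, its PBMC log2 fold changes correlate with those computed from the labels at r = −0.981, across genes, which are not independent replicates. They equal, apart from a constant of 0.0945, the mean of the arrays labelled saline 1 to 8 and DOX 1 minus the mean of the arrays labelled DOX 2 to 9. The side differs from the label for 16 of 17 PBMC arrays and for 0 of 17 heart arrays. In the deposited order, the first 9 PBMC arrays are those of the DOX side of Table S1 and the last 8 those of its control side. The files do not settle which is right. PBMC values are therefore given grouped as in Table S1, with 9 arrays on its DOX side and 8 on its control side, and in part also as labelled. Grouped as in Table S1, the median of the expressed genes was lower on the DOX side by a difference of −1.34 (exact permutation test, p = 8.23e-05, adjusted p = 0.00011), and as labelled it was higher by 1.13 (exact permutation test, p = 0.000946, adjusted p = 0.00165). Among the arrays of the DOX side, those labelled saline 6 and DOX 1 stand apart: they correlate at 0.929 with each other and at 0.590 to 0.837 with the other 7.

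**Figure D1:**
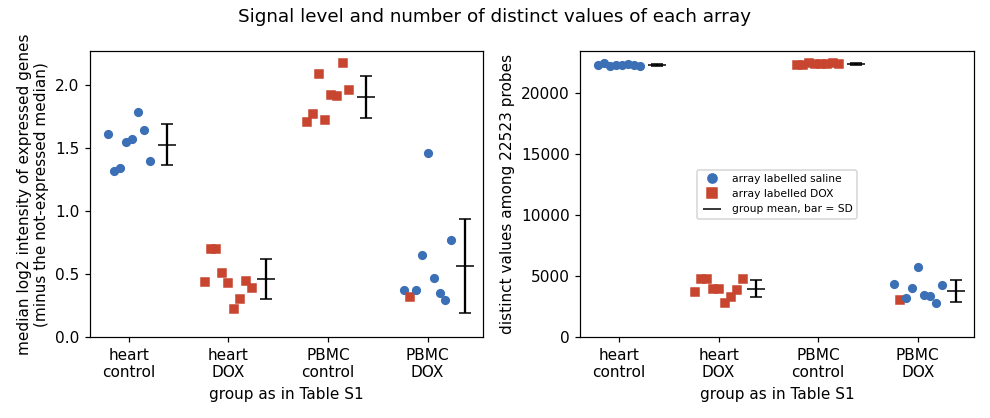
Median log2 intensity of the expressed genes after subtraction of the not-expressed median (left) and the number of distinct values among 22523 probes (right), for each array by tissue and by group as in Table S1. Blue circles are arrays labelled saline, red squares arrays labelled DOX, and bars the group mean with its SD. The heart DOX arrays lie between 0.22 and 0.70, all below the heart saline arrays, and the PBMC arrays of the DOX side take 2804 to 5746 distinct values against 22278 to 22419 on the control side.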

The Illumina Rat Ref-12 BeadChip assays contain 22,523 probes. The log2-transformed intensities were averaged for the 34 samples, including heart samples from 17 rats and PBMC samples from the same 17 rats. All samples, independent and Illumina dependent beadchip controls were very good. The duplicated arrays gave identical results. Probes not associated with a known gene were not analyzed further. Some genes had multiple probes and only the probes with the largest average expression were retained. With these deletions, there were transcript assays for 21,567 genes. Gene transcripts with average log2-intensities greater than 7.2 (9,145) were considered to be expressed. The effect of DOX treatment was tested using a moderated t-test and the resulting p-values were adjusted to the empirical distribution of the p-values from the genes that were not expressed. 

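Most expressed genes were lower on every DOX array of the heart than on every saline array. This held for 4289 of 6760 genes, and 123 genes were higher on every DOX array; together they made up 65.3% of the genes tested, against 0.00823% by chance. Cryab, which encodes the small heat shock protein αB-crystallin of muscle, was among the former, with a log2 fold change of −3.57 ± 0.085 (SE, n = 9 DOX and 8 saline arrays). Of the PBMC genes grouped as in Table S1, 2598 lay below and 8 above the whole control side, 38.6% of the genes tested. Ptprc, the leukocyte common antigen CD45, was one of the lower genes, with a log2 fold change of −4.49 ± 0.477 (SE, n = 9 and 8 arrays). The share of unaffected genes π_0_ was computed with Storey's estimate at λ = 0.5, from p-values set against the genes not expressed as the methods describe. It was 0.216 in the heart, 0.275 in the PBMC grouped as in Table S1 and 0.328 in the PBMC as labelled.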

The resulting p-value plots of the comparison of DOX treatment versus controls indicated that about 80% of the expressed genes were affected (Figure 3A: π_0_ = 0.1837 in the heart and Figure 3B: π_0_ = 0.2278 in the PBMC [46] and [47].

**Figure 3:**
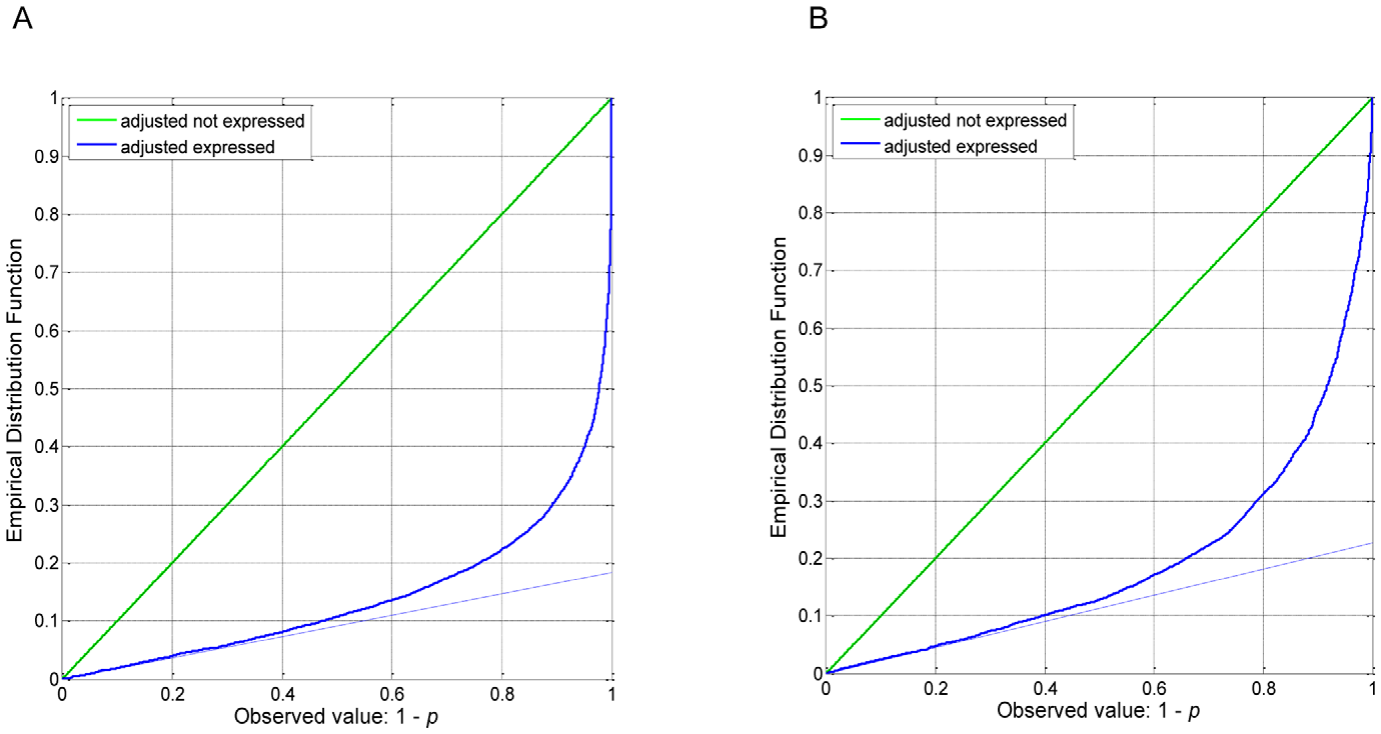
P-value plot for the null hypothesis of no difference in gene expression between heart tissues from DOX treated rats versus heart tissues from control rats (A) and PBMC tissues from DOX treated rats versus PBMC tissues from control rats (B).

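Genes of the contracting and fat-burning machinery of the myocardium were lower together on the DOX arrays. Of 25 genes of the sarcomere and its calcium handling, 21 fell in the heart (22 when adjusted over the list alone), 3 did not pass the test and Myl2, the ventricular myosin light chain, rose by a log2 fold change of 1.03 ± 0.142 (SE, n = 9 DOX and 8 saline arrays); Myl2 was not called without saline 2 (0.997), saline 5 (0.993) or DOX 8 (0.997). Mybpc3, cardiac myosin-binding protein C, fell by 5.07 ± 0.176 on the log2 scale, and Mb, the oxygen store myoglobin, by 3.09 ± 0.066. Of 24 genes of fatty acid oxidation, 21 fell and none rose, the same counts when adjusted over the list alone. Among them were the carnitine palmitoyltransferase Cpt2 (−3.60 ± 0.081), the dehydrogenase Acadl (−3.27 ± 0.087) and the fatty acid carrier Fabp3 (−2.99 ± 0.106). The largest decreases in the heart also included Asb2, a subunit of a muscle ubiquitin ligase (−5.41 ± 0.074), the LIM protein Fhl2 (−5.14 ± 0.177), the small heat shock proteins Hspb1 (−5.09 ± 0.11) and Hspb6 (−4.92 ± 0.254) and the ribosomal protein Rpl6 (−4.84 ± 0.191).
The largest increases were of the chaperone Hsp90ab1 (3.89 ± 0.20), the translocon subunit Sec61g (3.47 ± 0.165), the membrane-trafficking protein Pacsin3 (3.39 ± 0.122), the leucine-breakdown enzyme Mccc2 (2.88 ± 0.096), the prostaglandin F receptor Ptgfr (2.75 ± 0.171) and the mitochondrial carrier Slc25a30 (2.55 ± 0.116). The Hsp90ab1 probe read −0.05 on the saline arrays, at the level of the genes not expressed. For all of these genes except Myl2, no DOX array overlapped the saline arrays.
Over all expressed genes, limma called 3349 of 6760 (49.5%), of which 92 were higher and 3257 lower. Quantile normalization, which gives every array the same distribution, called 1497 genes, 448 higher and 1049 lower, and moved the median log2 fold change of all genes from −0.94 to −0.23; Mb, Acadl and Fabp3 were then not called, and 8 sarcomere genes fell and 2 rose, as 9 and 2 of fatty acid oxidation did. Against the other genes, the fatty acid oxidation list was lower by camera (adjusted p = 0.00662; adjusted p = 0.829 with an estimated correlation; adjusted p = 0.404 with quantile normalization) and the sarcomere list just missed the threshold (adjusted p = 0.0500). The latter passed without any 1 of saline 1 and 5 and DOX 1, 2, 4, 5, 6, 7 and 9 (adjusted p = 0.0335 to 0.0492). For the sarcomere list camera gave an adjusted p of 0.829 with an estimated correlation and of 0.342 with quantile normalization.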

The statistical test of DOX treatment resulted in 4,409 (48.2%) of the expressed genes being identified as significant (FDR<0.05 and fold change >2) in the heart tissue; 382 up-regulated and 4,027 down-regulated. In Figure 4A (volcano plot) the log_2_ fold change (DOX vs control) for the 9,145 expressed genes in the heart is plotted against −log_10_ FDR. The statistical test of DOX treatment resulted in 4,120 (45.1%) of the expressed genes being identified as statistically significant (FDR<0.05) in the PBMC tissue; 31 up-regulated and 4,089 down-regulated. 

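A chemokine receptor and a regulator of G-protein signaling were among the genes that fell most in the PBMC. Grouped as in Table S1, the chemokine receptor Cxcr4 was lower on the DOX side by a log2 fold change of −5.38 ± 0.416 (SE, n = 9 and 8 arrays). The endoplasmic reticulum stress protein Herpud1 (−5.08 ± 0.365), the PI3K inhibitor Pik3ip1 (−4.92 ± 0.263), the G-protein regulator Rgs1 (−4.87 ± 0.179), the polyamine enzyme Odc1 (−4.73 ± 0.321), the transcription factor Klf9 (−4.73 ± 0.265) and the kinase Sik1 (−4.47 ± 0.308) fell too. Higher on the DOX side were the chemokine receptor Ccr1 (2.00 ± 0.324), the methyltransferase Gnmt (1.69 ± 0.252) and the resistin-like Retnla (1.20 ± 0.271). None of these genes overlapped between the sides. Retnla was not called without the array labelled saline 4 (0.975).
Grouped as in Table S1, limma called 3711 of 6760 expressed genes (54.9%), 32 higher and 3679 lower on the DOX side. The 32 became 21 without the array labelled saline 4, 51 without that labelled DOX 1 and 66 without the 2 arrays that stand apart. As labelled, it called 3060 genes (45.3%), 3008 higher and 52 lower on the arrays labelled DOX. Sik1 then had a log2 fold change of 4.27 ± 0.446 and Gnmt of −1.77 ± 0.217. With p-values set against the genes not expressed, 0 genes were called as labelled. Grouped as in Table S1, 3403 genes were called by these p-values, 9 higher and 3394 lower.
Quantile normalization called 1008 genes grouped as in Table S1, 328 higher and 680 lower, and 797 as labelled, 464 higher and 333 lower. It moved the median log2 fold change of all genes from −1.12 to −0.10 and from 0.90 to 0.06, respectively.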

Figure 4B gives the volcano plot for the 9,145 expressed probes in the PBMC. Figure 5 plots the estimated log2 fold change for the 2,411 SDRG (26.4% of the expressed genes), 12 upregulated and 2,399 downregulated that were identified as significant in both tissues. 

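Few genes rose in both tissues. Grouped as in Table S1, these were S100a8 and S100a9, which encode the subunits of calprotectin, and the aldo-keto reductase Akr1c12, which rose by 1.53 ± 0.348 in the heart and 3.41 ± 0.498 in the PBMC (log2 fold change ± SE, n = 9 and 8 arrays in each tissue). A further 2257 genes fell in both tissues. Together these 2260 genes made up 33.4% of the 6760 expressed genes; independent lists of the same sizes would share 0.436 higher and 1773 lower genes. Opposite calls were made for 9 genes, against 65.5 for independent lists. The heart was higher and the PBMC lower for the phosphatase inhibitor Ppp1r2 (1.28 ± 0.17 and −1.11 ± 0.187), the translation factor Eif2s3 (1.83 ± 0.14 and −1.66 ± 0.343), the Rac activator Tiam1 (1.11 ± 0.256 and −1.28 ± 0.172), the early-response gene Ier5 (1.34 ± 0.145 and −1.41 ± 0.448) and the immunoproteasome subunit Psmb9. The heart was lower and the PBMC higher for the uridine phosphorylase Upp1 (−1.09 ± 0.197 and 1.35 ± 0.379), the neurotrophic factor Nrtn (−1.33 ± 0.082 and 1.58 ± 0.446), the water channel Aqp1 (−3.95 ± 0.21 and 1.71 ± 0.70) and the selenium-binding Selenbp1 (−2.43 ± 0.165 and 1.57 ± 0.648). With quantile normalization the change of Upp1 in the heart and of Eif2s3 and Psmb9 in the PBMC turned sign and was not called. With p-values set against the genes not expressed, 2 genes rose in both tissues and 3 were called in opposite directions. All 3 were higher in the heart, so that Upp1, Nrtn, Aqp1 and Selenbp1 were no longer opposite calls. Some of the 9 opposite calls rest on single arrays. Tiam1 in the heart was not called without DOX 6 (0.898), nor Upp1 without DOX 5 (−0.986). In the PBMC, Psmb9 was not called without the array labelled saline 7 (−0.961), Aqp1 without any 1 of those labelled saline 2, 4, 5, 7 and 8 and DOX 8 and 9 (1.477 to 1.631), and Selenbp1 without any 1 of those labelled saline 2, 3, 4, 5, 7 and 8 and DOX 5, 7, 8 and 9 (1.363 to 1.551). The 3 higher genes became 5 without the PBMC array labelled saline 4, and the 9 opposite calls 16 without that labelled saline 6 or DOX 1. The opposite calls numbered 29 without both of the latter, the arrays that stand apart, and 24 with array weights.
As labelled, 18 genes were called in the same direction in both tissues (6 higher and 12 lower), fewer than the 40.9 higher and 25.1 lower genes of independent lists, and 1811 in opposite directions. Without the PBMC array labelled saline 6 the 18 became 38. Across genes, the log2 fold changes of the tissues correlated at r = 0.355 (Spearman's rho 0.365) grouped as in Table S1 and at r = −0.255 (rho −0.276) as labelled; genes are not independent replicates, and of 99 draws of permuted labels 30 and 52 gave an r as far from 0. With quantile normalization 273 genes were shared grouped as in Table S1, 52 higher and 221 lower, and 41 as labelled, 10 higher and 31 lower; not all of these were shared without it.
From the genes changed alike in heart and blood, the paper proposes that profiling of blood cells could serve for early recognition of injury to the heart by DOX.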

The lists of DOX-induced DRG are presented in Table S1.

**Figure 4:**
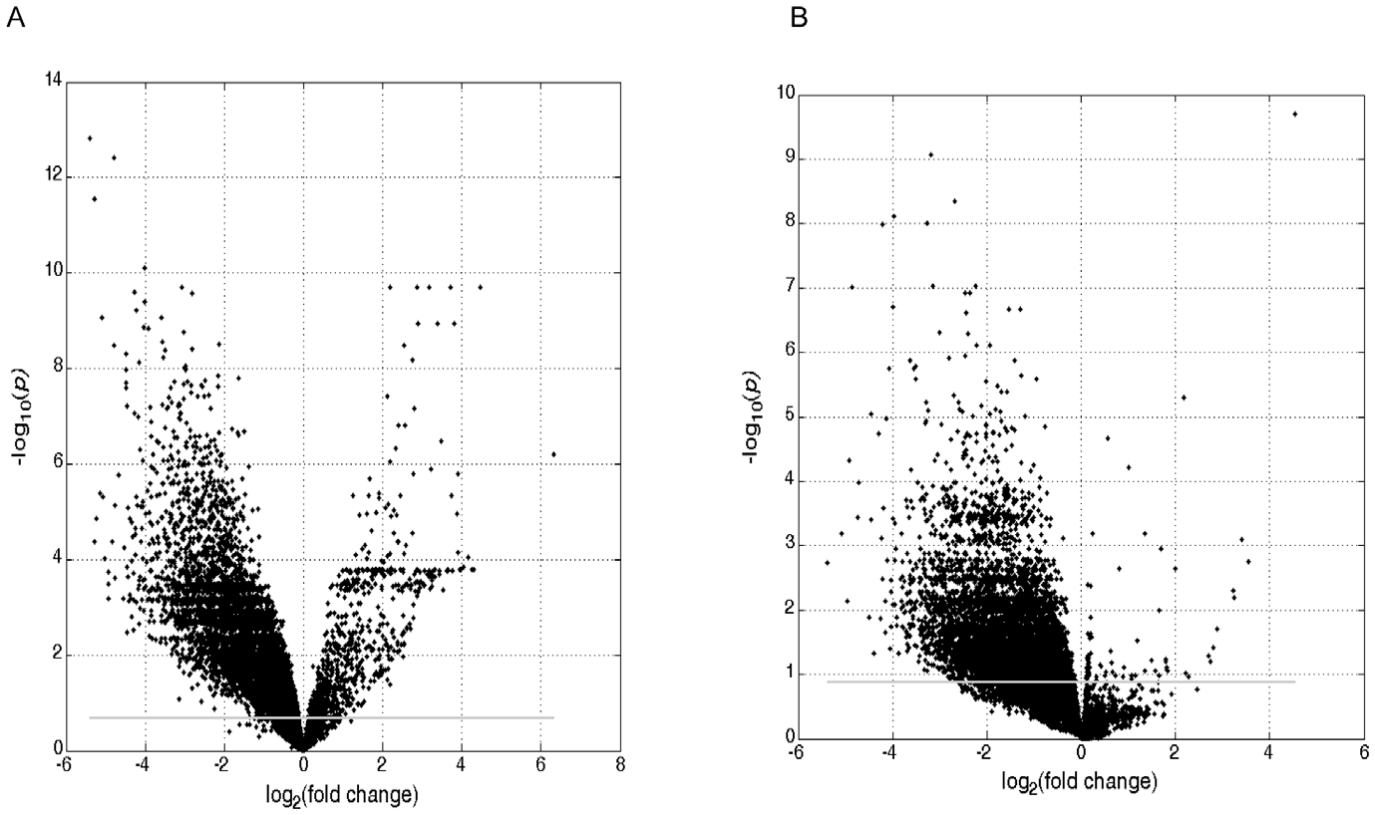
Volcano plot for difference in gene expression between heart tissues from DOX treated rats versus heart tissues from control rats (A) and PBMC tissues from DOX treated rats versus PBMC tissues from control rats (B). The gray horizontal line demarks FDR = 0.05 so values with FDR<0.05 are above the line. FDR>2 have log_2_ fold change >1 and fold change <1/2 have log_2_ fold change <−1.

**Figure 5:**
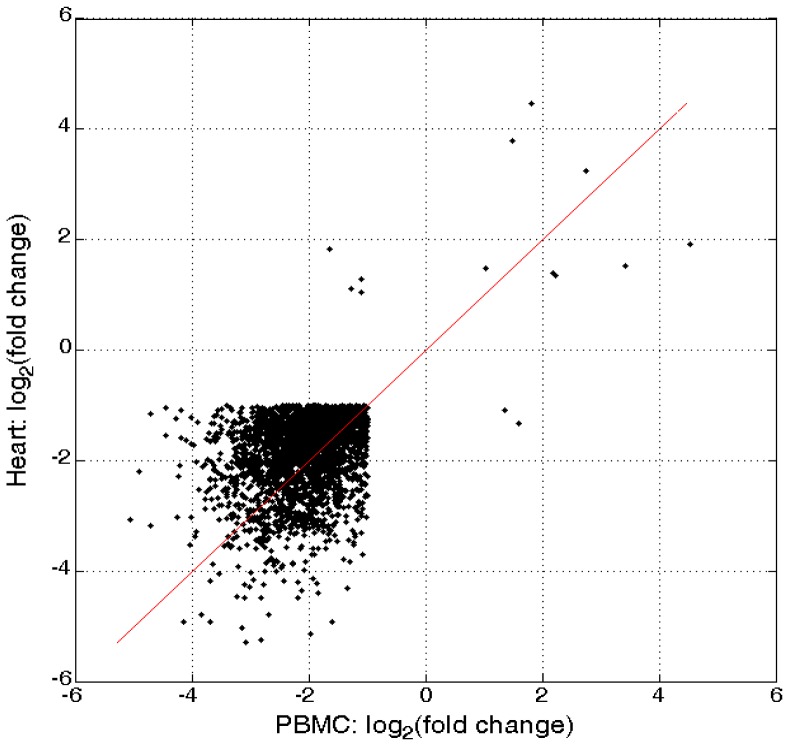
Estimated log2 fold change for the 2,411 SDRG (26.4% of those expressed) that were identified as significant in both heart and PBMC tissues. DOX treatment down-regulated most gene expression with down-regulation stronger in PBMC.

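The estimated effects of DOX in heart and PBMC differed for many genes, in part because a gene is read in 1 tissue only. Grouped as in Table S1, the DOX effect in the PBMC minus that in the heart was −5.00 ± 0.43 (log2, SE, n = 34 arrays) for Cxcr4, −4.78 ± 0.19 for Rgs1 and −4.25 ± 0.486 for Ptprc, all of them leukocyte genes. It was 5.66 ± 0.741 for Aqp1, 5.20 ± 0.10 for the muscle gene Asb2, 5.11 ± 0.192 for Mybpc3 of the sarcomere and 5.03 ± 0.125 for Hspb1, which had fallen in the heart. The first 3 genes read near background in the heart and Asb2, Mybpc3 and Hspb1 in the PBMC, where a fall cannot be seen, so that their differences do not show a differing response. Selenbp1 had a difference of 4.00 ± 0.678 and Fhl2 of 3.15 ± 0.269. Fhl2 read only 2.04 to 2.88 on the PBMC control side and could not fall there as far as in the heart. Its difference therefore does not show a differing response either. Of the genes lower or higher in both tissues, 1193 of 2260 lay further from 0 in the PBMC, and with quantile normalization 113 of 273, a minority. limma's test of the difference, fitted to all 34 arrays, called 4091 of 6760 genes at an adjusted p under 0.05, 1562 with the PBMC effect above and 2529 with it below that in the heart. With quantile normalization, which gave Aqp1 a difference of 4.94, Asb2 of 3.86, Cxcr4 of −3.92 and the trafficking gene Pacsin3 of −4.69, the order of the counts turned: 2034 genes lay above and 1558 below. As labelled, 6157 genes differed, 5943 above and 214 below.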

All array results may be found at the Gene Expression Omnibus Web site (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE37260.

### Gene ontology (GO) enrichment analysis

The GO enrichment analysis, which describes genes in terms of their associated biological processes, molecular function and cellular component, found more than 1000 significant GO terms for SRDG at FDR<0.05 (Table S2). The biological processes related to enriched GO categories (n = 1,110) included positive regulation of the following pathways: cell migration; heart, kidney and mammary gland development; angiogenesis; ion transport; skeletal system and muscle organ development; calcium homeostasis and metabolism; regulation of MAPK-, BMP, SMAD-, Wnt-, and Rho protein signaling; wound healing; glycogen biosynthesis; blood vessel morphogenesis; lipid metabolism; regulation of mitotic cell cycle; protein ubiquitination; immune response and multiple others, all highly significant, indicating that DOX cardiotoxicity and DOX cytotoxicity are both multifactorial processes. The most significantly enriched GO terms related to the molecular functions (n = 368) included receptor binding; zinc, calcium, E-box and metal ions binding; DNA and RNA binding, ion transport and activity, ATPase activity and others highly significantly affected. Some of the most significantly affected cellular components (n = 225) were cytoplasm, basolateral plasma membrane, nucleus, synapse, nucleolus, intracellular, cell junction, synaptic vesicle membrane and extracellular region, sarcoplasmic reticulum and desmosome.

### Pathways Analysis

IPA was used to identify the biological mechanisms, pathways and functions most relevant to the 2,411 SDRG. The analysis of the SDRG by IPA was composed of 25 networks (Table S3) with the two most significant networks identified as “Cardiovascular system development and function; cellular growth and proliferation; post-translational modification” (score 43, focus molecules 35), and “Cell death; cardiovascular system development and function; embryonic development” (score 38, focus molecule 33). Figure 6 represents an image of the merged networks overlaid for cardiac disorders. 

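Ikbkb encodes IKKβ, the kinase that releases NF-κB from its inhibitor. Its log2 intensity on the heart DOX arrays was 0.09 ± 0.101 (SD, n = 9), near the level of the genes not expressed. The log2 fold change in the heart was −1.41 ± 0.08 (SE, n = 9 DOX and 8 saline arrays, adjusted p = 5.66e-12 from limma). For the PBMC grouped as in Table S1 it was −2.29 ± 0.185 (SE, adjusted p = 1.12e-08), and as labelled 2.08 ± 0.305. The effect in the PBMC minus that in the heart was −0.88 ± 0.205 (SE, adjusted p = 0.00043), which does not show a larger fall in the PBMC, as the heart DOX arrays read near background. With quantile normalization the change was under 2-fold in both tissues, at −0.92 in the heart and −0.93 in the PBMC, and the difference was −0.013 (adjusted p = 0.954).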

The key molecules IKBKB (NFKBIKB, IKKB) [48],[49] and [50] and MAPK3 [51] and [52] were reported to play an important role in cardiac disorders, such as heart failure, heart dilation, hypertrophy and apoptosis. SDRG were also subjected to canonical pathways analysis via IPA software (Fig. 7). The most significantly represented canonical pathways in SDRG were the nuclear factor erythroid 2-related factor (NRF2)-mediated oxidative stress response (59/192 molecules), protein ubiquitination (70/274 molecules) and PI3K/AKT signaling (36/140 molecules). 

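Members of the 3 pathways fell in both tissues when the PBMC were grouped as in Table S1. Of 43 expressed genes of the NRF2 pathway, the antioxidant program, 22 fell in both and none rose in both or changed in opposite directions. Of 69 genes of ubiquitination and the proteasome, 47 fell in both, and Psmb9 was called in opposite directions, though not in the PBMC without the array labelled saline 7 (−0.961). Of 47 genes of PI3K/AKT signaling, 27 fell in both and none rose in both or was called in opposite directions. The shares called in the same direction were 51.2%, 68.1% and 57.4%, against 33.4% of all expressed genes. They were 62.5% for 16 genes in common use as references and 71.7% for 46 genes of oxidative phosphorylation. A fall in both tissues was thus not particular to the 3 pathways. The transcription factor Nfe2l2 (NRF2) itself had a DOX effect in the PBMC minus that in the heart of −0.20 ± 0.362 (log2, SE, n = 34 arrays; adjusted p = 0.645 from limma). The difference was −0.14 ± 0.235 for the glutathione synthesis gene Gclc, 0.55 ± 0.496 for the 14-3-3 protein Ywhab and −0.76 ± 0.443 for the kinase Jak1 (adjusted p = 0.134), none of which passed the test. The proteasome subunit Psmd6 fell less in the PBMC, by a difference of 1.22 ± 0.444 (adjusted p = 0.0187). The lists were set from general knowledge of the pathways and are not the molecule lists of the IPA library. As labelled, 15 NRF2, 34 ubiquitin and 23 PI3K/AKT genes were called in opposite directions in the tissues. With quantile normalization 6.98%, 2.90% and 8.51% of the members of the 3 lists were called in the same direction in both tissues, against 4.04% of all genes tested.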

NRF2 and protein ubiquination were also the most significant pathways in DOX-treated hearts vs controls, as well as the treated PBMCs vs controls datasets.

**Figure 6:**
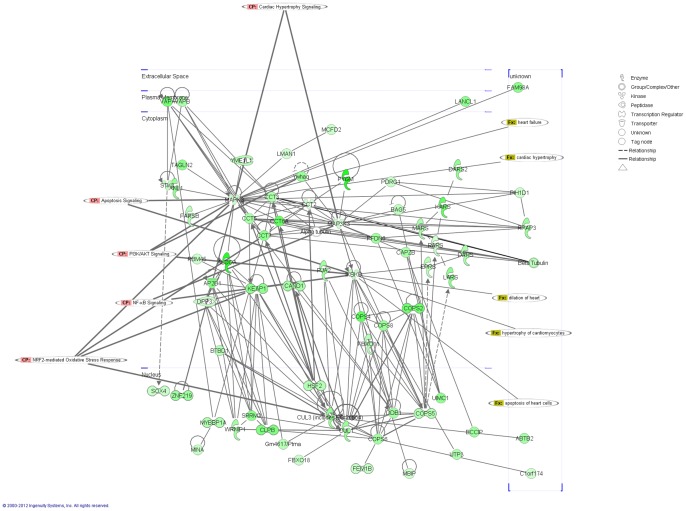
Most significant networks of SDRG associated with cardiac damage generated on the basis of the evidence stored in the IPA library. The top scoring networks identified as “Cardiovascular system development and function; cellular growth and proliferation; post-translational modification” (score 43, focus molecules 35), and “Cell death; cardiovascular system development and function; embryonic development” (score 38, focus molecule 33) were merged and overlaid for cardiovascular disorders.

**Figure 7:**
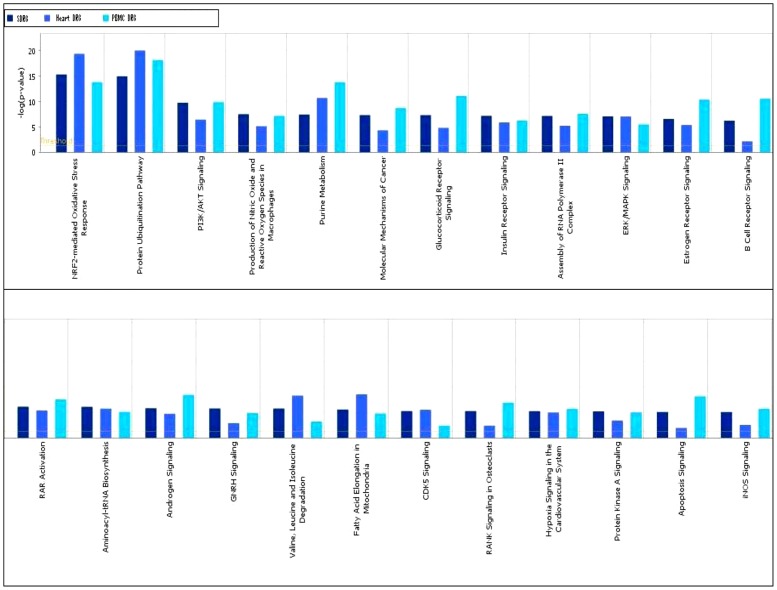
Global Canonical Pathway analysis and comparison of the most significantly enriched canonical pathways that were significantly differentially regulated in the heart vs cont, PBMC vs cont and SDRG datasets. Data sets were analyzed by the IPA software (Ingenuity® Systems, http://www.ingenuity.com). The significance is expressed as a P-value, which was calculated using the right-tailed Fisher's Exact Test. Threshold: P<0.05. The full size figure is available as Figure S1.

It has been reported that NRF2-mediated oxidative stress response canonical pathway (Fig. 8A) plays an important role in the defense against oxidative stress, cardiovascular disease, inflammation and cancer [53], [54] and [55]. The main function of NRF2 is to activate the antioxidant response and induce transcription of a wide array of cytoprotective genes in response to oxidative stress [56], [57], such as glutamate cysteine ligase (GCL), heme oxygenase-1 (HMOX-1), glutathione S-transferase (GST), NAD(P)H quinine oxidoreductase-1(NQO1), heme oxygenase (HO) and multidrug resistance-associated proteins (MRPs) that are able to combat the harmful effects of oxidative stress, thus restoring intracellular homeostasis. 

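The transcription factor NRF2 and several of its target genes fell in the heart. Nfe2l2, which encodes NRF2, had a log2 fold change of −2.085 ± 0.137 (SE, n = 9 DOX and 8 saline arrays). Gclc, the catalytic subunit of glutamate cysteine ligase, fell by 1.776 ± 0.11 on the log2 scale, Hmox1, heme oxygenase-1, by 1.30 ± 0.113, and the constitutive Hmox2 by 2.00 ± 0.077. Of the glutathione S-transferases, Gstm1 (−1.29 ± 0.147) and Gstk1 (−2.87 ± 0.206) fell, whereas the values of Gstm2 (−0.32 ± 0.176, adjusted p = 0.101) and Gstm5 (−0.78 ± 0.146) did not reach the thresholds. The modifier subunit Gclm had a value of −0.42 ± 0.192 (adjusted p = 0.0503). The carbonyl reductase Cbr1 (−1.87 ± 0.10), the peroxiredoxin Prdx1 (−3.12 ± 0.091) and the ferritin heavy chain Fth1 (−2.59 ± 0.119) fell. In all, 30 of 43 expressed NRF2 pathway genes fell in the heart, none rose and 13 did not pass the test, the same counts when adjusted over the list alone.
In the PBMC grouped as in Table S1, Nfe2l2 (−2.29 ± 0.329), Gclc (−1.92 ± 0.203), Gstm1 (−2.51 ± 0.267), Hmox2 (−2.16 ± 0.19), Gstk1 (−1.08 ± 0.196) and Cbr1 (−1.11 ± 0.171) fell. Gstm2 (0.04 ± 0.067), Gstm5 (0.57 ± 0.077), Hmox1 (−0.49 ± 0.105) and Gclm (0.69 ± 0.46) did not pass. There 23 of 43 genes fell, 20 did not pass and none rose, again the same over the list alone. Mafk, a small Maf partner of NRF2, fell by 3.79 ± 0.314 and the cochaperone Stip1 by 2.34 ± 0.222. As labelled, Nfe2l2 had a log2 fold change of 1.88 ± 0.461.
Genes in common use as references fell as well, 13 of 16 in the heart and 12 of 16 in the PBMC. Against the other genes, camera gave the NRF2 list an adjusted p of 0.100 in the heart and placed it higher in the PBMC although its median was −1.11 (adjusted p = 0.0224; 0.0607 without the array labelled saline 4; adjusted p = 0.911 with an estimated correlation; adjusted p = 0.281 with quantile normalization). With quantile normalization Nfe2l2 was under 2-fold and not called in the heart (−0.543) or in the PBMC (−0.599), nor were Hmox1, Gstm1, Cbr1 and Fth1 in the heart and Gclc, Gstm1, Hmox2, Gstk1, Cbr1 and Stip1 in the PBMC. Gclm (1.17) and Gstm2 (1.32) in the heart and Gstk1 (0.23) in the PBMC turned sign, Gclm and Gstm2 past the threshold; 6 NRF2 genes rose and 14 fell in the heart, and 7 rose in the PBMC, where the median of the list was 0.03.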

High levels of NRF2 protect cancer cells from the effects of various chemotherapeutic drugs, whereas knockdown of NRF2, transiently or stably, increases the sensitivity of cancer cells to chemotherapeutic-induced cell death [58] In the present study DOX significantly down-regulated the expression of NRF2 (−2.085), GST (−1.923), GCL (−1.776) and HO (−2.849) in the hearts and down-regulated GCLC, GSTM1, GSTM2, GSTM5, GSTK1K1, NFE2L2, CBR1, all of which could be related both to the cardiotoxicity and anti-cancer efficiency of DOX.

**Figure 8:**
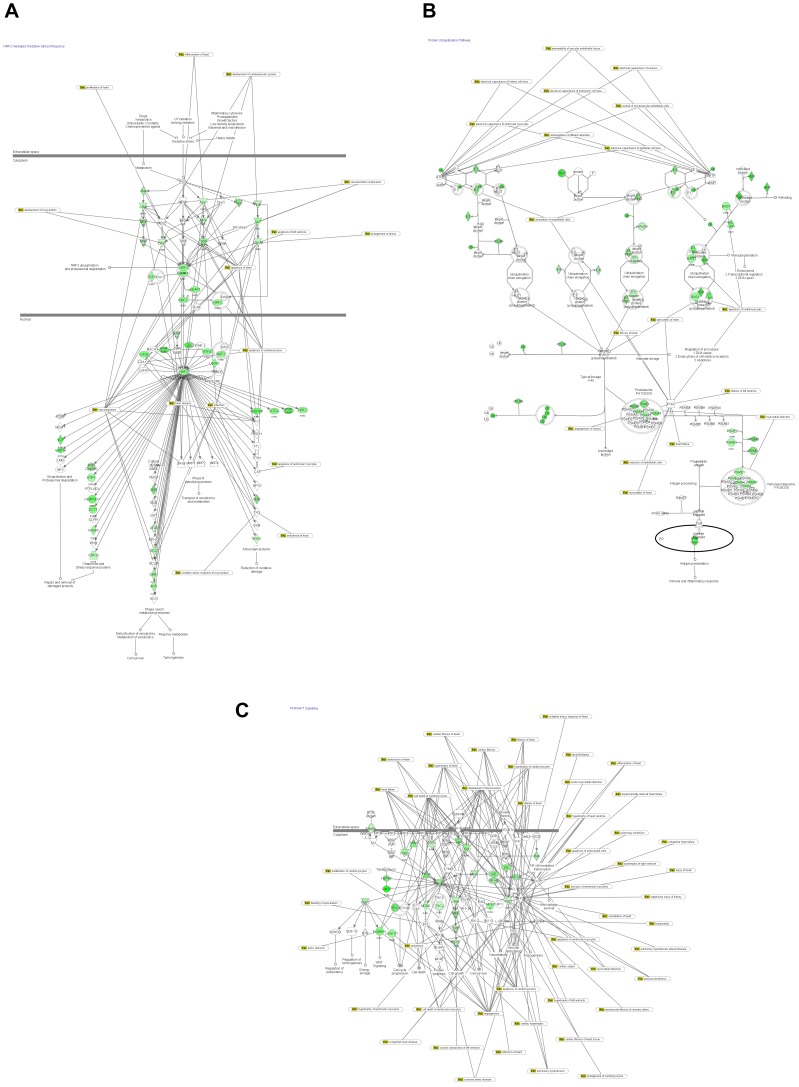
Graphical representation of NRF2-mediated oxidative stress response pathway (A), protein ubiquitination pathway (B) and PI3K/AKT canonical pathways (C), (IPA), overlaid for cardiovascular disease. Green-notes indicate down-regulated gene.

Under non-stressful conditions, NRF2 is constantly ubiquitinated and degraded in proteasomes via the ubiquitin proteasome pathway by the CUL3–KEAP1 ubiquitin E3 ligase complex [59]. Protein Ubiquitiination Pathway (Fig. 8B) plays a major role in the degradation of short-lived or regulatory proteins involved in a variety of cellular processes including cell cycle, cell proliferation, apoptosis, DNA repair, transcription regulation, cell surface receptor and ion channel regulation, and antigen presentation [60], [61] and [62]. It has been reported that DOX enhances ubiquitin-proteasome system (UPS)-mediated proteolysis in the heart, suggesting that altered function of the UPS may also be an important mechanism for acute cardiotoxicity of DOX [63]. In the present study, DOX treatment differentially regulated 116 molecules in the hearts and 119 molecules in PBMC associated with this pathway.

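Genes of ubiquitin conjugation and of the proteasome fell in the heart. Of 69 expressed genes, 53 fell, 14 did not pass the test and Psmb9 and Ube2d3 rose. The conjugating enzymes Ube2m (−2.18 ± 0.081, SE, n = 9 DOX and 8 saline arrays) and Ube2l3 (−1.88 ± 0.078) and the proteasome lid subunit Psmd6 (−2.92 ± 0.119) had log2 fold changes among the best supported of the list. Psmb9, a subunit of the immunoproteasome induced by interferon, rose by 1.87 ± 0.143 and the conjugating enzyme Ube2d3, named after its value was seen, by 1.08 ± 0.082. In the PBMC grouped as in Table S1, 53 of 69 fell, 16 did not pass and none rose. The conjugating enzyme Ube2g2 (−2.36 ± 0.179) and the deubiquitinase Usp7 (−2.97 ± 0.258) fell, the ATPase subunit Psmc6 had a value of −0.996 ± 0.088, short of 2-fold, and Psmb9 fell by 1.19 ± 0.379. Without the array labelled saline 7, Psmb9 was not called there (−0.961), and without any 1 of those labelled saline 4 and DOX 1, 5, 7, 8 and 9, Psmc6 was (−1.002 to −1.043). With quantile normalization Psmb9 in the PBMC had a log2 fold change of 0.74. The counts were the same when adjusted over the list alone. As labelled, 40 of 69 rose and none fell. camera did not set the list apart from other genes in the heart (adjusted p = 0.0719; 0.0436 without DOX 6) or in the PBMC grouped as in Table S1 (adjusted p = 0.316). With quantile normalization the median of the list moved from −1.64 to −0.28 in the heart, where 16 fell and 5 rose, and from −1.69 to −0.12 in the PBMC, where 5 fell and 2 rose.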

The PI3K/AKT pathway signaling plays a central role in apoptosis, inflammation, and cytoskeletal reorganization [64] and [65]. It has been suggested that PI3K-AKT signaling pathway is critically involved in DOX-induced cardiac hypertrophy [66]. 

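Genes of PI3K/AKT signaling fell in the heart. Of 47 expressed genes, 28 fell, 17 did not pass the test, and Hsp90ab1 and the insulin receptor substrate Irs1 rose, the latter, named after its value was seen, by a log2 fold change of 1.08 ± 0.26 (SE, n = 9 DOX and 8 saline arrays); Irs1 was not called without DOX 2 (0.975) or DOX 3 (0.959). Cdc37, the cochaperone of HSP90 for kinases, fell by 4.47 ± 0.122, the 14-3-3 protein Ywhab by 3.41 ± 0.137 and the cytokine receptor kinase Jak1 by 2.88 ± 0.131. Grouped as in Table S1, 36 of 47 fell in the PBMC, 11 did not pass and none rose. The mTOR inhibitor Tsc2 (−1.52 ± 0.115), the leukocyte PI3K subunit Pik3cd (−1.79 ± 0.138) and the NF-κB subunit Rela (−2.94 ± 0.237) fell there, as did Ywhab (−2.86 ± 0.47) and Jak1 (−3.64 ± 0.416). The counts were the same when adjusted over the list alone. As labelled, 30 of 47 rose, none fell and Jak1 had a log2 fold change of 3.36 ± 0.543. The list did not differ from the other genes by camera in the heart (adjusted p = 0.599) or in the PBMC grouped as in Table S1 (adjusted p = 0.20). With quantile normalization its median was −0.51 in the heart, where 11 fell and 5 rose, and −0.56 in the PBMC, where 10 fell and 1 rose and the list was lower than other genes (adjusted p = 0.0293; adjusted p = 0.501 with an estimated correlation).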

In the present study, DOX treatment differentially regulated several genes in the PI3K-AKT pathway which were associated with apoptosis of ventricular myocytes, hypertrophy of ventricular myocytes, systolic dysfunction of the left ventricle and acute myocardial infarction (Fig. 8C).

#### Functional analyses comparison of datasets

The functional analysis and the comparison among the three datasets revealed changes in the biological states across the datasets and helped us to understand cardiomyoctes' and PBMCs' cellular response to DOX in terms of biological processes, clinical pathological end-points, diseases and pathways. Figure 9 shows the comparison of the top 12 bio-functions (Fig. 9A) and top 12 tox-functions (Fig. 9B) of the three datasets. The most significantly affected top bio-function in the SDRG dataset, as well as in the other two datasets was associated with cell death/apoptosis (Table S4). 

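Genes of the apoptotic machinery split between those that fell and those that did not pass the test. In the heart, 14 of 33 expressed apoptosis genes fell, 19 did not pass and none rose. The mitochondrial release factor Diablo fell by 2.20 ± 0.075 (log2, SE, n = 9 DOX and 8 saline arrays), the DNA repair enzyme Parp1 by 3.05 ± 0.132 and the flavoprotein Aifm1 by 2.62 ± 0.122. In the PBMC grouped as in Table S1, 15 of 33 fell, 18 did not pass and none rose. The caspase-8 inhibitor Cflar (−2.63 ± 0.136) and the survival factor Mcl1 (−2.93 ± 0.317) fell, and the effector Bax had a value of −0.79 ± 0.089, under 2-fold. The counts did not change when adjusted over the list alone. As labelled, 11 of 33 rose and none fell. Over the list, the median log2 fold change was −0.70 in the heart and −0.87 in the PBMC, above the medians of all genes, and camera placed it neither higher nor lower than the other genes (adjusted p = 0.861 and 0.844). With quantile normalization 7 fell and 1 rose in the heart and 3 fell and 2 rose in the PBMC.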

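The 21 genes that Table S5 lists for apoptosis of cardiomyocytes all fell in both tissues when the PBMC were grouped as in Table S1. The study chose this list on the same samples, so the direction is not independent evidence. In the heart, the mitochondrial chaperonin Hspd1 fell by 3.28 ± 0.112 (log2, SE, n = 9 DOX and 8 saline arrays), the triglyceride lipase Pnpla2 by 3.09 ± 0.115 and the kinase Mapkapk2 by 3.27 ± 0.128. In the PBMC, the autophagy gene Becn1 fell by 2.46 ± 0.191, the kinase Akt1 by 1.47 ± 0.119 and the hypoxia factor Hif1a by 3.63 ± 0.308. All 21 were higher on the arrays labelled DOX in the PBMC. Against other genes the list was lower by camera in the heart (adjusted p = 0.00653; adjusted p = 0.829 with an estimated correlation; adjusted p = 0.115 with quantile normalization) and in the PBMC (adjusted p = 0.00685; adjusted p = 0.911 with an estimated correlation). With quantile normalization 10 of the 21 fell in the heart and 7 in the PBMC, and none rose.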

The top significantly affected tox-functions of the three datasets were also associated with cell death/necrosis of the heart, liver and kidneys (Table S5). These results are in agreement with the data presented in recent reviews on DOX-induced cardiotoxicity, which indicate that DOX cardiotoxicity is multifactorial [67], [68] and that cardiomyocyte death by apoptosis and necrosis is a primary mechanism of DOX-induced cardiomyopathy [69].

**Figure 9:**
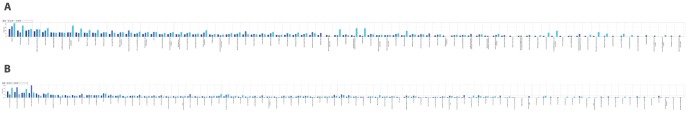
Global functional analysis and comparison of the three datasets. The significance value associated with a function in Global Analysis is a measure of probability that genes from the dataset under investigation participate in that function. (A) Bio-function analysis and comparison; (B) Tox-function analysis and comparison.

### Biomarkers of cardiovascular diseases

A search in the IPA database for potential biomarkers of cardiovascular disorders and diseases, including cardiomyopathy, heart failure, ischemia, coronary artery disease, hypertension and cardiac hypertrophy within the SDRG dataset produced 188 molecules (Table S6). 

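Of the 188 molecules of Table S6, 172 had an expressed gene here, and 169 of these fell in both tissues when the PBMC were grouped as in Table S1. S100a8 and S100a9 rose in both. The gene for smoothelin, Smtn, a smooth muscle protein of the contractile apparatus, fell by 3.49 ± 0.085 in the heart (log2, SE, n = 9 DOX and 8 saline arrays) and by 1.24 ± 0.159 in the PBMC. Rasa1, a GTPase activator of RAS, fell by 2.71 ± 0.092 in the heart. The circadian regulator Per1 fell by 4.22 ± 0.138 in the PBMC. The study took the list from genes changed alike on these samples, so its direction is not independent evidence. The heart values of 171 of the 172 genes lay within 1 SE of the log2 fold changes of Table S6. As labelled, 160 of the 172 were called in opposite directions in the tissues. Quantile normalization left 63 of the 172 lower in the heart and 40 lower in the PBMC, with S100a8 and S100a9 higher in both.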

Figure 10 shows the top bio-function (A) and top tox-function (B) of the biomarker genes filtered from the SDRG gene dataset. Most of the genes within this dataset were reported to affect cardiovascular diseases. Based on the published data, the IPA predicted bio-functions include decreased transcription and expression of RNA; increased hyperplasia, inflammation, connective tissue growth and lipids; and decreased quantity of myeloid cells. 

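Mdm2, Tfam, Sod1, Sod2 and other genes that the paper names fell in both tissues when the PBMC were grouped as in Table S1. All values are log2 fold changes with their SE, from 9 DOX and 8 control arrays of each tissue. Mdm2, the ubiquitin ligase of p53, fell by 1.64 ± 0.10 in the heart and 2.75 ± 0.25 in the PBMC. The NAD synthesis enzyme Nampt fell by 1.90 ± 0.183 and 2.27 ± 0.292, the kinase Pdpk1 by 2.18 ± 0.124 and 1.85 ± 0.295, and the p38 kinase Mapk14 by 2.30 ± 0.169 and 1.88 ± 0.313. For Tfam, the mitochondrial transcription factor, the decrease was 2.35 ± 0.104 in the heart and 2.90 ± 0.282 in the PBMC. The ecto-nucleotidase Nt5e fell by 2.36 ± 0.123 and 1.81 ± 0.188, and the MAP kinase phosphatase Dusp1 by 2.39 ± 0.224 and 2.70 ± 0.424.
The superoxide dismutases Sod1 (−2.52 ± 0.16 and −2.42 ± 0.325) and Sod2 (−2.69 ± 0.237 and −1.85 ± 0.331) and the mitochondrial thioredoxin Txn2 (−2.74 ± 0.181 and −1.94 ± 0.301) fell in heart and PBMC, respectively. So did the cytokine Mif (−2.80 ± 0.165 and −2.32 ± 0.463), the prion protein Prnp (−3.18 ± 0.234 and −2.34 ± 0.247), the catenin Ctnna1 (−3.64 ± 0.186 and −2.67 ± 0.359), the calcineurin subunit Ppp3ca (−2.16 ± 0.194 and −2.09 ± 0.233) and the receptor Igf2r (−2.41 ± 0.137 and −2.09 ± 0.171). Fhl2 fell by 1.99 ± 0.194 in the PBMC and had a log2 fold change of 1.63 ± 0.343 as labelled. With quantile normalization Fhl2, Sod2, Txn2, Mif, Prnp, Ctnna1 and Pdpk1 passed in the heart and Tfam, Dusp1 and Prnp in the PBMC; the other values kept their sign but not the call.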

IPA predicts a stimulation of cardiovascular disorder development due to the significant down-regulation of the following genes: MDM2 [70], RAF1 [71], HDAC5 [72], NAMPT, [73], PDPK1 [74], MAPK14 [75], JUND [56], TFAM [56], NT5E and DUSP1 [76], SOD1 [77], SOD2 [78], TXN2 [61], MIF [79], PRNP [80], CTNNA1 [81], FHL2 [82], PPP3CA [83], CBR1 [84] and IGF2R [85]. The two up-regulated genes in this dataset, S100A8 and S100A9 have also been associated with cardiovascular diseases. 

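S100a8 and S100a9, which neutrophils and monocytes express at high level, rose in both tissues. In the heart, S100a8 rose by a log2 fold change of 1.93 ± 0.27 (SE, n = 9 DOX and 8 saline arrays) and S100a9 by 1.35 ± 0.194. In the PBMC grouped as in Table S1, the increases were 4.53 ± 0.43 and 2.22 ± 0.632. S100a9 read −0.19 on the control side, at background, and was highest on the 2 arrays that stand apart, labelled saline 6 (5.25) and DOX 1 (4.72); without them its log2 fold change was 1.37, still past the threshold. With p-values set against the genes not expressed, S100a9 was not called there. The increase of S100a8 was larger in the PBMC, by 2.61 ± 0.519, and the difference for S100a9, 0.87 ± 0.67 (adjusted p = 0.268 from limma), did not pass the test. Of 11 expressed neutrophil markers, 5 rose in the PBMC, 2 fell and 4 did not pass, the same counts when adjusted over the list alone. Besides the S100 genes these were the resistin-like Retnlg (2.81 ± 0.663), the collagenase Mmp8 (1.13 ± 0.422) and the peptidoglycan receptor Pglyrp1 (1.26 ± 0.487), which rose, and the protease inhibitor Slpi (−1.84 ± 0.626) and the integrin Itgam (−1.07 ± 0.194), which fell. Mmp8, Pglyrp1 and Slpi were named after their values were seen. Without the array labelled saline 4, Mmp8 (0.762) and Pglyrp1 (0.831) were not called, and Itgam was not without that labelled DOX 2 (−0.96) or DOX 7 (−0.962). In the heart, Anxa1 fell by 2.27 ± 0.175 among 11 neutrophil markers, 8 of which did not pass.
Against other genes, the neutrophil list was higher by camera in the heart (adjusted p = 4.04e-05; adjusted p = 0.0604 with an estimated correlation; adjusted p = 0.115 with quantile normalization) and in the PBMC (adjusted p = 3.81e-12; adjusted p = 0.0707 with an estimated correlation; adjusted p = 2.12e-05 with quantile normalization). As labelled, S100a8 had a log2 fold change of −4.10 ± 0.641 in the PBMC, and S100a9 of −1.33 ± 0.77 (adjusted p = 0.129).

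**Figure D2:**
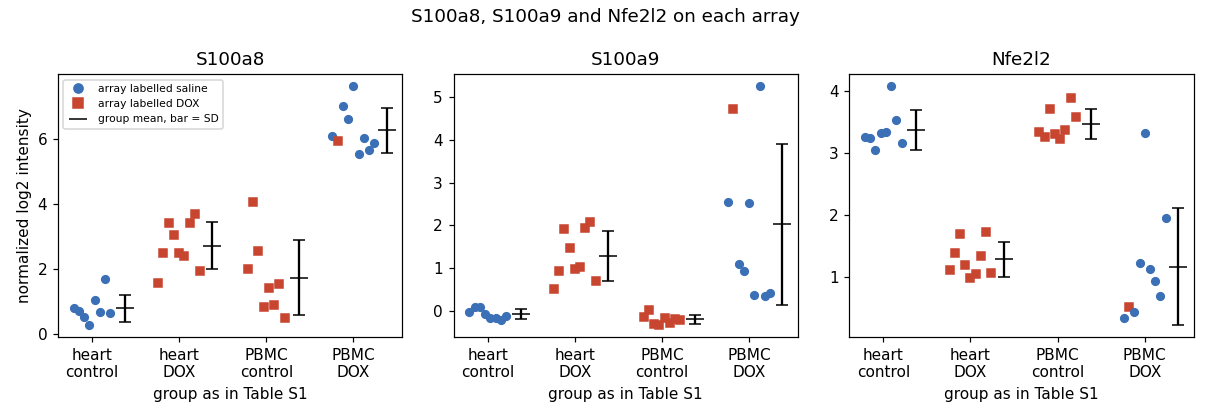
Normalized log2 intensity of S100a8, S100a9 and Nfe2l2 on each array, by tissue and by group as in Table S1. Blue circles are arrays labelled saline, red squares arrays labelled DOX, and bars the group mean with its SD. S100a8 lies between 5.56 and 7.63 on the DOX side of the PBMC and between 0.50 and 4.06 on the control side, and Nfe2l2 between 0.99 and 1.73 on the heart DOX arrays and between 3.05 and 4.08 on the saline arrays.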

Increased levels of S100A8 (calgranulin A or migration inhibitory factor-related protein 8; MRP-8) and its binding partner S100A9 (calgranulin B, or MRP-14), members of the S100 calcium-binding family of proteins were reported in cardiovascular diseases [86], inflammatory and autoimmune states [87], [88].

**Figure 10:**
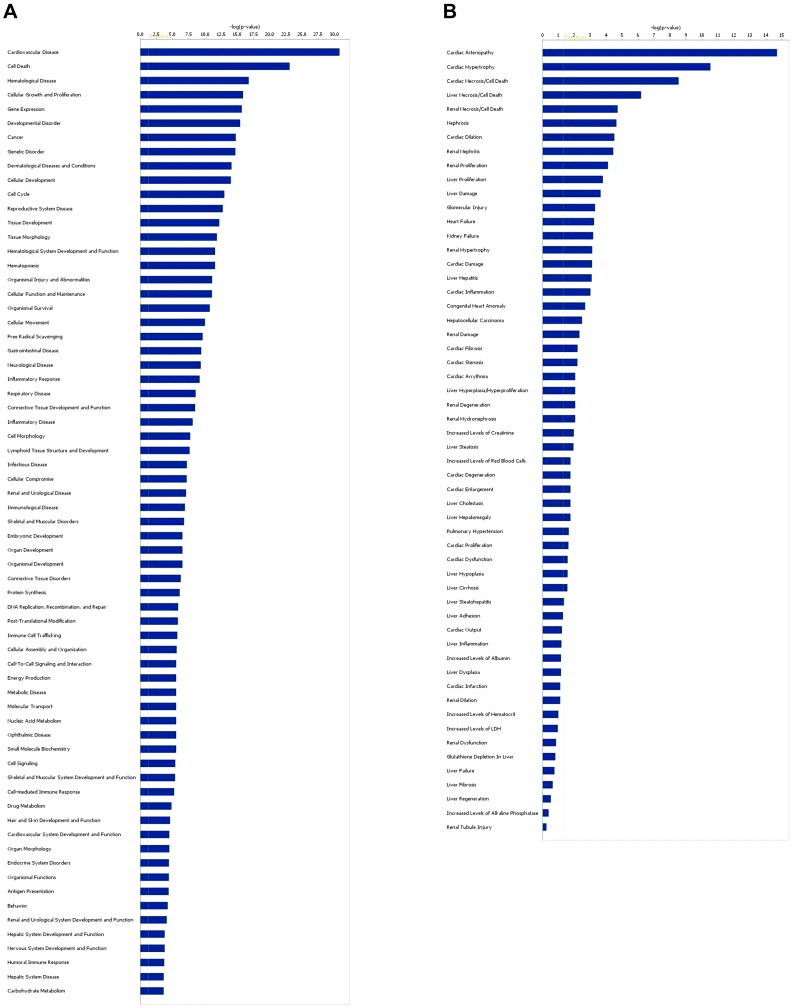
Global functional analysis of the dataset of genes differentially regulated by DOX treatment filtered for cardiovascular diseases. The significance is expressed as a p-value which was calculated using the right-tailed Fisher's Exact Test. (A) Bio-function analysis; (B) Tox-function analysis.

### QPCR analysis of selected genes

Using QPCR, a comparison between the gene expression regulation of the heart and PBMC was performed in order to confirm the similarities in gene expression detected with gene expression arrays. Several genes were selected for QPCR from the list of SDRG and were amplified. 

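On the arrays, Tpm3, a tropomyosin of the cytoskeleton, fell by 1.82 ± 0.104 in the heart (log2, SE, n = 9 DOX and 8 saline arrays) and by 2.60 ± 0.49 in the PBMC grouped as in Table S1. Clu, the secreted chaperone clusterin, fell by 3.78 ± 0.245 in the heart and by 2.67 ± 0.569 in the PBMC. Both remained lower, past the threshold, with quantile normalization, by 1.08 and 1.77 in the heart and by 1.11 and 1.38 in the PBMC. With the mean of its probes Tpm3 was under 2-fold in the heart (a fold of −1.81) and not called there. As labelled, Tpm3 had a log2 fold change of 1.81 ± 0.677 in the PBMC and Clu of 1.71 ± 0.762 (adjusted p = 0.0537). The RT-qPCR of the study was run on the same amplified cDNA as the arrays and set against 18S rRNA, so that it shares the amplification with them and differs from the labelling step on. Its cycle values were not used here.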

The results presented on Figure 11 confirmed the data from the microarrays.

**Figure 11:**
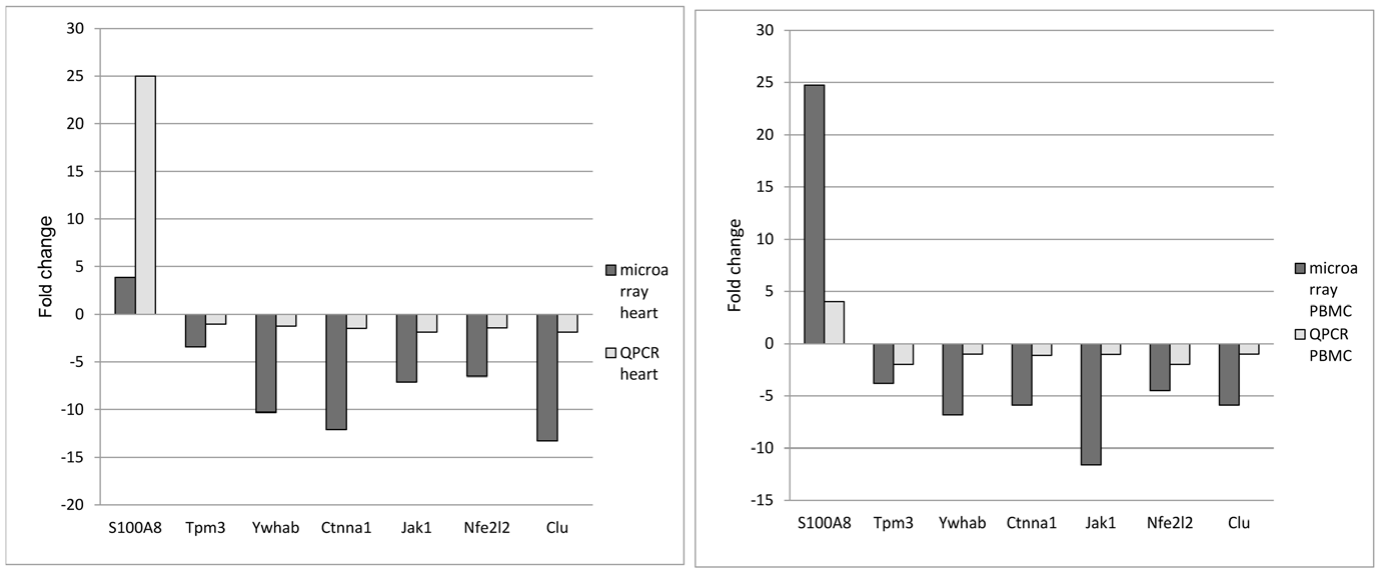
Quantitative real-time PCR validation of 9 genes that were differentially regulated in hearts (A) and PBMC (B) of rats 48 hours after treatment with DOX.

## Discussion

DOX-based chemotherapy has greatly increased the number of long-term cancer survivals but has also lead to an increasing number of patients experiencing DOX-induced cardiotoxicity. Identification of biomarkers of individual patient sensitivity to the cardiotoxic effects of DOX could improve the safety of chemotherapy.

The present study aimed to determine the feasibility of using the peripheral-blood transcriptome as a potential “surrogate” biomarker of pre-symptomatic detection of DOX-induced cardiotoxicity. We have used a rat model of DOX-induced cardiotoxicity, which resembles the physiological and histological findings in patients [89], [90], [91]. We have analyzed >22,000 transcripts in the hearts and PBMCs of rats 48 hours after a single dose (12 mg/kg) of DOX, similar to the single dose of DOX (often one of several doses over time) used in the treatment of human cancer (65–75 mg/m^2^) [30]. A large number of DRG (45%–48% of the expressed genes being identified as significant, FDR<0.05, fold change >2) were identified in both heart and PBMC. The analysis of heart and PBMC DRG showed their association with multiple pathways, the 5 most significantly affected in the heart being mitochondrial dysfunction, protein ubiquination, NRF2-oxidative stress response, oxidative phosphorylation and EIF2 signaling; and in PBMC they were protein ubiquination, CD28 signaling in T helper cells, T cell receptor signaling, NRF2-mediated oxidative stress response and purine metabolism. 

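The genes of oxidative phosphorylation fell in the heart and those of T cells in the PBMC grouped as in Table S1. Of 46 expressed oxidative phosphorylation genes, 40 fell in the heart and 5 did not pass the test. The ATP synthase subunits Atp5f1a and Atp5f1b had log2 fold changes of −4.01 ± 0.085 and −3.89 ± 0.108 (SE, n = 9 DOX and 8 saline arrays), and the complex I subunit Ndufa10 of −2.81 ± 0.089. Cox6c, a subunit of cytochrome c oxidase named after its value was seen, rose by 2.40 ± 0.151. The list was lower than other genes by camera (adjusted p = 0.00353; adjusted p = 0.829 with an estimated correlation). With quantile normalization 8 fell and 5 rose, its median was −0.18, and it was no longer lower than the other genes (adjusted p = 0.70, in the higher direction). In the PBMC, 34 of 46 fell and 12 did not pass.
Of 21 expressed T cell markers, 19 fell in the PBMC and 2 did not pass; with quantile normalization 5 fell and 16 did not pass. The coreceptor Cd4 (−2.04 ± 0.153) and the costimulatory receptors Cd27 (−3.69 ± 0.279) and Cd28 were among them. In the heart, limma called 0 of the 21, at values of −0.28 ± 0.055 for Cd4 and −0.30 ± 0.056 for Cd8a, both with an unadjusted p under 0.05 and a change under 2-fold. camera did not set the T cell list apart in the PBMC (adjusted p = 0.0758; 0.0474 without the array labelled saline 4); with quantile normalization, which left Cd28 short of the threshold at −0.67, it did (adjusted p = 0.00957; adjusted p = 0.619 with an estimated correlation). As labelled, 17 of the 21 rose. All counts but the following were the same when adjusted over the list alone: as labelled, 11 oxidative phosphorylation genes rose over all genes tested and 7 over the list.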

The 2,411 SDRG, which were 26.4% of the expressed genes were associated with NRF2-mediated oxidative stress response, protein ubiquination, PI3K/AKT signaling, production of nitric oxide and purine metabolism. Overall, the comparison of the three datasets, heart DRG, PBMC DRG and SDRG showed that oxidative stress-related pathways were key pathways affected by DOX. These results are in agreement with studies showing that a critical mechanism of DOX cardiotoxicity is the free radical-induced oxidative stress and reactive oxygen species (ROS) [92], [93] and [94]. The oxidative damage of tissues that have abundant antioxidant enzymes are usually protected from oxidative damages. The heart however, contains low levels of those enzymes which renders it vulnerable to free radical damage or cardiotoxicity [95]. It has been reported that the level of DOX-induced oxidative stress was found to be up to 10 times greater in the heart than in the liver, kidney or spleen [96] and [97]. Recent reviews [66] and [98] state that DOX-induced cardiomyopathy is likely a result of the summation and mutual feedback of diverse processes such as oxidative stress involving ROS and iron, inhibition of nucleic acid and protein synthesis; release of vasoactive amines; changes in adrenergic function and adenylate cyclase; abnormalities in Ca^2+^ handling; activation of innate immunity, activation of the ubiquitin-proteasome system, downregulation of pro-survival gene (NRG1 and ErB4) expression, and impaired cardiac repair due to inhibition of bone marrow, cardiac progenitor cell, and/or endothelial cell function. It is generally accepted that the mechanisms of antitumor action of DOX are distinct from the mechanisms of its cardiotoxicity. The mechanisms of antitumor activity are thought to be due to the DNA damage and inhibition of cell replication of highly proliferative tumors that include intercalation into DNA, and interference with DNA unwinding or DNA strand separation via inhibition of topoisomerase II, all of which result in apoptosis [99] and [100]. Since adult cardiomyocytes are terminally differentiated with minimally replicative capacity they should be resistant to the antimitotic mechanisms of DOX [101].

The analysis of the SDRG dataset in the present study using IPA software identified a set of 188 genes potentially indicative of cardiovascular disease. Most of these genes were reported to affect cardiovascular diseases via decreased transcription and expression of RNA; increased hyperplasia, inflammation and growth of connective tissue cells; increased quantity of lipids and decreased quantity of myeloid cells. Vanburen et al [102] identified a blood cell gene expression signature consisting of 197 “mortality genes” associated with chronic heart failure (CHF) in 71 patients. 

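Of 3 protein kinase C genes, 1 fell in both tissues, 1 in the PBMC alone and 1 in neither. Prkch, the η isoform, fell in the heart by 1.62 ± 0.081 (log2, SE, n = 9 DOX and 8 saline arrays) and in the PBMC grouped as in Table S1 by 3.77 ± 0.379, a difference between tissues of −2.15 ± 0.392. Prkcb, the β isoform of leukocytes, fell by 3.72 ± 0.385 in the PBMC and had a value of −0.54 ± 0.061 in the heart, under 2-fold; the difference was −3.19 ± 0.395. Both differences passed limma's test, but as the heart DOX arrays read 0.08 for Prkch and −0.09 for Prkcb, at background, they do not show a larger fall in the PBMC. Prkca, the α isoform, had values of −0.41 ± 0.066 in the heart and −0.17 ± 0.107 in the PBMC, neither of which was called; the difference of 0.24 ± 0.127 did not pass (adjusted p = 0.0973). With quantile normalization Prkca had a log2 fold change of 0.53 in the PBMC, and the difference, 0.73, passed (adjusted p = 0.00369). As labelled, Prkch (3.09 ± 0.652) and Prkcb (3.19 ± 0.61) were higher in the PBMC.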

Several of the genes reported in their study were in fact similarly differentially downregulated in our present study, including CALM1 (calmodulin 1), PRKCA (Protein kinase C, alpha), PRKCB (Protein kinase C, beta) and PRKCH (Protein kinase C). A study by Blanco et al. [84] found that single polymorphism in the CBR3 gene was associated with a dose-dependent risk of anthracycline-related cardiomyopathy in childhood cancer survivors. A recent review on S100A8 and S100A9 involvement in cardiovascular biology and disease indicate that increased plasma levels of S100A8/A9 predict cardiovascular events in humans, and deletion of these proteins partly protects mice from atherosclerosis [103]. Increased plasma levels of S100A9 was a predictor for future nonfatal myocardial infarction among healthy women [104] and S100A8/A9 heterocomplex was found to be an early marker for detection of acute coronary syndrome [105]. Studies in mice indicate that S100A8/9 might contribute to cardiovascular dysfunction resulting from sepsis [106] and atherosclerosis [107]. Using a cDNA array with 13,000 features representing more than 5,000 genes cloned from skeletal and cardiac muscle Yi et al. [108] determined the cardiac gene expression profiles of 2 mouse models of DOX-induced cardiomyopathy: an acute model in which the mice were treated with a single injection of 15 mg/kg DOX and a chronic model, in which the mice received 3 mg/kg DOX weekly for 12 weeks. The acute model showed a greater number of dysregulated genes (90 genes) than did the chronic model (23 genes) and most of the transcripts rapidly reverted to baseline with a time course similar to the half-life clearance of the drug. Most of the regulated genes in both models fall into similar functional categories: 1) metabolism and oxidative stress response proteins; 2) signal transduction proteins; 3) apoptotic factors; and 4) cardiac muscle structural proteins. Berthiaume and Wallace [109] determined the transcription profile of late DOX-induced cardiotoxicity in rats and showed that a major element of persistent DOX cardiotoxicity is the modulated expression of mitochondria-related transcripts. The present study has provided a global *in vivo* expression profiling and pathway analysis of early DOX-induced gene perturbation in the hearts and PBMC induced by DOX. It has generated comprehensive information on the biological mechanisms that are related to DOX cardiotoxicity and confirmed the data accumulated by multiple studies that DOX cardiotoxicity is multifactorial with oxidative stress playing a predominant role. We have identified a large number of SDRG associated with multiple pathways and a group 188 SDRG potentially indicative of cardiovascular disease.

### Conclusion

In conclusion, this study provides important information about the feasibility of using the PBMC as a surrogate marker for DOX-induced cardiotoxicity. We have identified a PBMC transcriptome signature induced by a single dose of DOX similar to the single dose administered in humans, indicating that blood cell gene-expression profiling may serve as a biomarker for early detection of DOX-induced cardiotoxicity. The data obtained lay a foundation for future clinical studies to analyze the gene expression of cancer patients treated with DOX-based chemotherapy. Significantly, the analysis of the differential gene expression in PBMC might reveal indicators of subtle injury to the heart induced by the initial, low dose of DOX which does not result in clinically sufficient toxicity as defined by the methods currently used in oncologic practices.

## Supporting Information

Figure S1 **Full version of** **Figure 7** **.**
(TIF)

Table S1 **Genome-wide expression profiling datasets.** Statistical significance was set at FDR<0.05. Only statistically significant genes with FC>2 in expression between groups were retained.
(XLSX)

Table S2 **Gene ontology analysis of SDRG.** The most significantly enriched categories (FDR<0.05) are enlisted.
(XLSX)

Table S3 **SDRG networks identified by IPA.**
(XLS)

Table S4 **IPA identified significantly affected bio-function in the SDRG dataset.**
(XLS)

Table S5 **IPA identified significantly affected tox-functions in the SDRG dataset.**
(XLS)

Table S6 **Potential biomarkers of cardiovascular disorders and diseases within the SDRG dataset identified by IPA.**
(XLS)

## References

[1] SmithLA, CorneliusVR, PlummerCJ, LevittG, VerrillM, CanneyP, JonesA (2010) Cardiotoxicity of anthracycline agents for the treatment of cancer: systematic review and meta-analysis of randomised controlled trials. BMC Cancer 10: 337–345.2058704210.1186/1471-2407-10-337PMC2907344

[2] GharibMI, BurnettAK (2002) Chemotherapy-induced cardiotoxicity: current practice and prospects of prophylaxis. Eur J Heart Fail 4: 235–42.1203414610.1016/s1388-9842(01)00201-x

[3] FloydJD, NguyenDT, LobinsRL, BashirQ, DollDC, et al (2005) Cardiotoxicity of cancer therapy. J Clin Oncol 23: 7685–94.1623453010.1200/JCO.2005.08.789

[4] SingalPK, IliskovicN (1998) Doxorubicin-induced cardiomyopathy. N Engl J Med 339: 900–912.974497510.1056/NEJM199809243391307

[5] SwainSM, WhaleyFS, EwerMS (2003) Congestive heart failure in patients treated with doxorubicin: a retrospective analysis of three trials. Cancer 97: 2869–79.1276710210.1002/cncr.11407

[6] KremerLC, van der PalHJ, OffringaM, van DalenEC, VoûtePA (2002) Frequency and risk factors of subclinical cardiotoxicity after anthracycline therapy in children: a systematic review. Ann Oncol 13: 819–29.1212332810.1093/annonc/mdf167

[7] ShanK, LincoffAM, YoungJB (1996) Anthracycline-induced cardiotoxicity. Ann Intern Med 125: 47–58.864498810.7326/0003-4819-125-1-199607010-00008

[8] GiantrisA, AbdurrahmanL, HinkleA, AsselinB, LipshultzSE (1998) Anthracycline-induced cardiotoxicity in children and young adults. Crit Rev Oncol Hematol 27: 53–68.954801710.1016/s1040-8428(97)10007-5

[9] WexlerLH, AndrichMP, VenzonD, BergSL, Weaver-McClureL, et al (1996) Randomized trial of the cardioprotective agent ICRF-187 in pediatric sarcoma patients treated with doxorubicin. J Clin Oncol 14: 362–372.863674510.1200/JCO.1996.14.2.362

[10] BovelliD, PlataniotisG, RoilaF (2010) ESMO Guidelines Working Group. Cardiotoxicity of chemotherapeutic agents and radiotherapy-related heart disease. ESMO Clinical Practice Guidelines. Ann Oncol 21: Suppl 5: v277–82.2055509710.1093/annonc/mdq200

[11] MennaP, Gonzalez PazO, ChelloM, CovinoE, SalvatorelliE, et al (2012) Anthracycline cardiotoxicity. Expert Opin Drug Saf 11: Suppl 1, S21–36.10.1517/14740338.2011.58983421635149

[12] BarryE, AlvarezJA, ScullyRE, MillerTL, LipshultzSE (2007) Anthracycline-induced cardiotoxicity: course, pathophysiology, prevention and management. Expert Opin Pharmacother 8: 1039–58.1751687010.1517/14656566.8.8.1039

[13] GianniL, HermanEH, LipshultzSE, MinottiG, SarvazyanN, et al (2008) Anthracycline cardiotoxicity: from bench to bedside. J Clin Oncol 26: 3777–84.1866946610.1200/JCO.2007.14.9401PMC3018290

[14] JainD (2000) Cardiotoxicity of doxorubicin and other anthracycline derivatives. J Nucl Cardiol 7: 53–68.1069823510.1067/mnc.2000.103324

[15] SwainSM, WhaleyFS, EwerMS (2003) Congestive heart failure in patients treated with doxorubicin: a retrospective analysis of three trials. Cancer 97: 2869.1276710210.1002/cncr.11407

[16] PaiVB, NahataMC (2000) Cardiotoxicity of chemotherapeutic agents: incidence, treatment and prevention. Drug Saf 22: 263–302.1078982310.2165/00002018-200022040-00002

[17] JaffeAS, RavkildeJ, RobertsR, NaslundU, AppleFS, et al (2000) It's time for a change to a troponin standard. Circulation 102: 1216–20.1098253310.1161/01.cir.102.11.1216

[18] YasueH, YoshimuraM, SumidaH, KikutaK, KagiyamaK, et al (1994) Localization and mechanism of secretion of B-type natriuretic peptide in comparison with those of A-type natriuretic peptide in normal subjects and patients with heart failure. Circulation 90: 195–203.802599610.1161/01.cir.90.1.195

[19] Herman EH, Lipshultz SE, Ferrans VJ (2003) The use of cardiac biomarkers to detect myocardial damage induced by chemotherapeutic agents. In: Wu AHB, ed. Cardiac Markers. 2nd ed. Totowa, NJ: Humana Press, 87–109

[20] DolciA, DominiciR, CardinaleD, SandriMT, PanteghiniM (2008) Biochemical markers for prediction of chemotherapy-induced cardiotoxicity: systematic review of the literature and recommendations for use. Am J Clin Pathol 130: 688–710.1885426010.1309/AJCPB66LRIIVMQDR

[21] LuP (2005) Monitoring cardiac function in patients receiving doxorubicin. Semin Nucl Med 35: 197–201.1609829310.1053/j.semnuclmed.2005.02.005

[22] SwainSM, WhaleyFS, EwerMS (2003) Congestive heart failure in patients treated with doxorubicin: a retrospective analysis of three trials. Cancer 97: 2869–79.1276710210.1002/cncr.11407

[23] ElliottP (2006) Pathogenesis of cardiotoxicity induced by anthracyclines. Semin Oncol 33: 3 Suppl 8 S2–7.10.1053/j.seminoncol.2006.04.02016781283

[24] WoutersKA, KremerLCM, MillerTL, HermanEH, LipshultzSE (2005) Protecting against anthracycline-induced myocardial damage: a review of the most promising strategies. Br J Haematol 131: 561–78.1635163210.1111/j.1365-2141.2005.05759.x

[25] Staratschek-JoxA, ClassenS, GaarzA, Debey-PascherS, SchultzeJL Blood-based transcriptomics: Leukemias and beyond. Expert Rev Mol Diagn 9 2009 271–280.1937908510.1586/erm.09.9

[26] MohrS, LiewCC (2007) The peripheral-blood transcriptome: new insights into disease and risk assessment. Trends Mol Med 13: 422.1791997610.1016/j.molmed.2007.08.003

[27] UmbrightC, SellamuthR, LiS, KashonM, LusterM, et al (2010) Blood gene expression markers to detect and distinguish target organ toxicity. Mol Cell Biochem 335: 223–234.1978475810.1007/s11010-009-0272-5

[28] LiewCC, MaJ, TangHC, ZhengR, DempseyAA (2006) The peripheral blood transcriptome dynamically reflects system wide biology: a potential diagnostic tool. J Lab Clin Med 147: 126–130.1650324210.1016/j.lab.2005.10.005

[29] IkedaY, AiharaK, AkaikeM, SatoT, IshikawaK, et al (2010) Androgen receptor counteracts Doxorubicin-induced cardiotoxicity in male mice. Mol Endocrinol 24: 1338–48.2050164210.1210/me.2009-0402PMC5417461

[30] Guidance for industry estimating the maximum safe starting dose in initial clinical trials for therapeutics in adult healthy volunteers (2005) U.S. Department of Health and Human Services. Food and Drug Administration. Center for Drug Evaluation and Research (CDER) July 2005 Pharmacology and Toxicology.

[31] HaywardR, HydockDS (2007) Doxorubicin cardiotoxicity in the rat: an in vivo characterization. J Am Assoc Lab Anim Sci 46: 20–32.17645292

[32] Medicine and Healthcare products Regulatory Agency website. Available: http://www.mhra.gov.uk/home/groups/l-unit1/documents/websiteresources/con2024436.pdf. Accessed 2012 May 20.

[33] TodorovaVK, KaufmannY, HenningsLJ, KlimbergVS (2010) Glutamine regulation of doxorubicin accumulation in hearts versus tumors in experimental rats. Cancer Chem Pharmacol 66: 315–23.10.1007/s00280-009-1165-819898822

[34] ZhaoY, WangH, GustafssonM, MuraroA, BruhnS, et al (2012) Combined multivariate and pathway analyses show that allergen-induced gene expression changes in CD4+ T cells are reversed by glucocorticoids. PLoS One 7: e39016.2270174310.1371/journal.pone.0039016PMC3373548

[35] WrightWR, ParzychK, CrawfordD, MeinC, MitchellJA, Paul-ClarkMJ (2012) Inflammatory transcriptome profiling of human monocytes exposed acutely to cigarette smoke. PLoS One 7: e30120.2236341810.1371/journal.pone.0030120PMC3281820

[36] AllisonDB, CuiX, PageGP, SabripourM (2006) Microarray data analysis: from disarray to consolidation and consensus. Nat Rev Genet 7: 55–65.1636957210.1038/nrg1749

[37] Shmookler ReisRJ, AyyadevaraS, CrowWA, LeeT, DelongchampRR (2012) Gene categories differentially expressed in C. elegans age-1 mutants of extraordinary longevity: New insights from novel data-mining procedures. J Gerontol A Biol Sci Med Sci 67: 366–75.2202138910.1093/gerona/glr186

[38] DelongchampRR, VelascoC, DialS, HarrisA (2005) Genome-wide estimation of gender differences in the expression of human liver genes: Statistical design and analysis. BMC Bioinformatics 6: S13.10.1186/1471-2105-6-S2-S13PMC163703616026598

[39] WrightGW, SimonRM (2003) A random variance model for detection of differential gene expression in small microarray experiments. Bioinformatics 19: 2448–55.1466823010.1093/bioinformatics/btg345

[40] EfronB (2004) Large-Scale Simultaneous Hypothesis Testing: The Choice of a Null Hypothesis. JASA 99: 96–104.

[41] StoreyJD (2002) A direct approach to false discovery rates. J Roy Stat Soc B 64: 479–98.

[42] DelongchampR, LeeT, VelascoC (2006) A method for computing the overall statistical significance of a treatment effect among a group of genes. BMC Bioinformatics 7: Suppl2 S11.10.1186/1471-2105-7-S2-S11PMC168357717118132

[43] LeeT, DesaiVG, VelascoC, Shmookler ReisRJ, DelongchampRR (2008) Testing for treatment effects on gene ontology. BMC Bioinformatics 9: Suppl 9, S20.10.1186/1471-2105-9-S9-S20PMC253757118793466

[44] BenjaminiY, HochbergY (1995) Controlling the false discovery rate: a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society B 57: 289–300.

[45] LivakKJ, SchmittgenTD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(−Delta Delta C(T)) Method. Methods 25: 402–408.1184660910.1006/meth.2001.1262

[46] DelongchampRR, BowyerJF, ChenJJ, KodellRL (2004) Multiple-testing strategy for analyzing cDNA array data on gene expression. Biometrics 60: 774–82.1533930110.1111/j.0006-341X.2004.00228.x

[47] SchwederT, SpjotvollE (1982) Plots of p-values to evaluate many tests simultaneously. Biometrika 69: 493–502.

[48] IslamKN, KochWJ (2012) Involvement of nuclear factor κB (NF-κB) signaling pathway in regulation of cardiac G protein-coupled receptor kinase 5 (GRK5) expression. J Biol Chem 287: 12771–8.2238950110.1074/jbc.M111.324566PMC3339976

[49] PurcellNH, TangG, YuC, MercurioF, DiDonatoJA, et al (2001) Activation of NF-kappa B is required for hypertrophic growth of primary rat neonatal ventricular cardiomyocytes. Proc Natl Acad Sci U S A 98: 6668–73.1138111510.1073/pnas.111155798PMC34410

[50] HikosoS, YamaguchiO, NakanoY, TakedaT, OmiyaS, et al (2009) The I{kappa}B kinase {beta}/nuclear factor {kappa}B signaling pathway protects the heart from hemodynamic stress mediated by the regulation of manganese superoxide dismutase expression. Circ Res 105: 70–9.1947820510.1161/CIRCRESAHA.108.193318

[51] PurcellNH, WilkinsBJ, YorkA, Saba-El-LeilMK, MelocheS, et al (2007) Genetic inhibition of cardiac ERK1/2 promotes stress-induced apoptosis and heart failure but has no effect on hypertrophy in vivo. Proc Natl Acad Sci USA 104: 14074–9.1770975410.1073/pnas.0610906104PMC1955824

[52] GoldenHB, WatsonLE, LalH, VermaSK, FosterDM, et al (2009) Anthrax toxin: pathologic effects on the cardiovascular system. Front Biosci 14: 2335–57.10.2741/338219273204

[53] NguyenT, NioiP, PickettCB (2009) The Nrf2-antioxidant response element signaling pathway and its activation by oxidative stress. J Biol Chem 284: 13291–5.1918221910.1074/jbc.R900010200PMC2679427

[54] ZhangDD (2006) Mechanistic studies of the Nrf2-Keap1 signaling pathway. Drug Metab Rev 38: 769–789.1714570110.1080/03602530600971974

[55] MotohashiH, YamamotoM (2004) Nrf2-Keap1 defines a physiologically important stress response mechanism. Trends Mol Med 10: 549–557.1551928110.1016/j.molmed.2004.09.003

[56] HayesJD, McMahonM (2001) Molecular basis for the contribution of the antioxidant responsive element to cancer chemoprevention. Cancer Lett 174: 103–113.1168928510.1016/s0304-3835(01)00695-4

[57] KenslerTW, WakabayashiN, BiswalS (2007) Cell survival responses to environmental stresses via the Keap1-Nrf2-ARE pathway. Annu Rev Pharmacol Toxicol 47: 89–116.1696821410.1146/annurev.pharmtox.46.120604.141046

[58] WangXJ, SunZ, VilleneuveNF, ZhangS, ZhaoF, et al (2002) Nrf2 enhances resistance of cancer cells to chemotherapeutic drugs, the dark side of Nrf2. Carcinogenesis 29: 1235–1243.10.1093/carcin/bgn095PMC331261218413364

[59] SekharKR, YanXX, FreemanL (2002) Nrf2 degradation by the ubiquitin proteasome pathway is inhibited by KIAA0132, the human homolog to INrf2. Oncogene 21: 6829–6834.1236040910.1038/sj.onc.1205905

[60] JesenbergerV, JentschS (2002) Deadly encounter: ubiquitin meets apoptosis. Nat Rev Mol Cell Biol 3: 112–21.1183651310.1038/nrm731

[61] GlickmanMH, CiechanoverA (2002) The ubiquitin-proteasome proteolytic pathway: destruction for the sake of construction. Physiol Rev 82: 373–428.1191709310.1152/physrev.00027.2001

[62] WójcikC (2002) Regulation of apoptosis by the ubiquitin and proteasome pathway. J Cell Mol Med 6: 25–48.1200366710.1111/j.1582-4934.2002.tb00309.xPMC6740140

[63] KumarapeliAR, HorakKM, GlasfordJW, LiJ, ChenQ, et al (2005) A novel transgenic mouse model reveals deregulation of the ubiquitin-proteasome system in the heart by doxorubicin. FASEB J 19: 2051–3.1618896210.1096/fj.05-3973fje

[64] DeaneJA, FrumanDA (2004) Phosphoinositide 3-kinase: diverse roles in immune cell activation. Annu Rev Immunol 22: 563–598.1503258910.1146/annurev.immunol.22.012703.104721

[65] UnderhillDM, OzinskyA (2002) Phagocytosis of microbes: complexity in action. Annu. Rev Immunol 20: 825–852.10.1146/annurev.immunol.20.103001.11474411861619

[66] MertenKE, JiangY, FengW, KangYJ (2006) Calcineurin activation is not necessary for Doxorubicin-induced hypertrophy in H9c2 embryonic rat cardiac cells: involvement of the phosphoinositide 3-kinase-Akt pathway. J Pharmacol Exp Ther 319: 934–40.1692626610.1124/jpet.106.108845

[67] WeiJY (1995) Cardiovascular comorbidity in the older cancer patients. Seminars in Oncol 22: 9–10.7863352

[68] MinottiG, MennaP, SalvatorelliE, CairoG, GianniL (2004) Anthracyclines: molecular advances and pharmacologic developments in antitumor activity and cardiotoxicity. Pharmacol Rev 56: 185–229.1516992710.1124/pr.56.2.6

[69] ZhangYW, ShiJ, LiYJ, WeiL (2009) Cardiomyocyte death in doxorubicin-induced cardiotoxicity. Arch Immunol Ther Exp (Warsz) 57: 435–45.1986634010.1007/s00005-009-0051-8PMC2809808

[70] TothA, NicksonP, QinLL, ErhardtP (2006) Differential Regulation of Cardiomyocyte Survival and Hypertrophy by MDM2, an E3 Ubiquitin Ligase. J Biol Chem 281: 3679–89.1633914410.1074/jbc.M509630200

[71] GoldenHB, WatsonLE, LalH, VermaSK, FosterDM, et al (2009) Anthrax toxin: pathologic effects on the cardiovascular system. Front Biosci 14: 2335–57.10.2741/338219273204

[72] ZhangCL, McKinseyTA, ChangS, AntosCL, HillJA, et al (2002) Class II histone deacetylases act as signal-responsive repressors of cardiac hypertrophy. Cell 110: 479–88.1220203710.1016/s0092-8674(02)00861-9PMC4459650

[73] Wellcome Trust Case Control Consortium (2007) Genome-wide association study of 14,000 cases of seven common diseases and 3,000 shared controls. Nature 447: 661–78.1755430010.1038/nature05911PMC2719288

[74] MoraA, DaviesAM, BertrandL, SharifI, BudasGR, et al (2003) Deficiency of PDK1 in cardiac muscle results in heart failure and increased sensitivity to hypoxia. EMBO J 22: 4666–76.1297017910.1093/emboj/cdg469PMC212735

[75] BrazJC, BuenoOF, LiangQ, WilkinsBJ, DaiYS, et al (2003) Targeted inhibition of p38 MAPK promotes hypertrophic cardiomyopathy through upregulation of calcineurin-NFAT signaling. J Clin Invest 111: 1475–86.1275039710.1172/JCI17295PMC155046

[76] BuenoOF, De WindtLJ, LimHW, TymitzKM, WittSA, et al (2001) The dual-specificity phosphatase MKP-1 limits the cardiac hypertrophic response in vitro and in vivo. Circ Res 88: 88–96.1113947910.1161/01.res.88.1.88

[77] InfangerDW, SharmaRV, DavissonRL (2006) NADPH oxidases of the brain: distribution, regulation, and function. Antioxid Redox Signal 8: 1583–96.1698701310.1089/ars.2006.8.1583

[78] WidderJD, FraccarolloD, GaluppoP, HansenJM, JonesDP, et al (2009) Attenuation of angiotensin II-induced vascular dysfunction and hypertension by overexpression of Thioredoxin. Hypertension 54: 338–44.1950610110.1161/HYPERTENSIONAHA.108.127928PMC2752391

[79] LiH, GaoY, QiY, KatovichMJ, JiangN, et al (2008) Macrophage migration inhibitory factor in hypothalamic paraventricular nucleus neurons decreases blood pressure in spontaneously hypertensive rats. FASEB J 22 2008 3175–85.1853525210.1096/fj.08-108662PMC2518251

[80] WangY (2007) Mitogen-activated protein kinases in heart development and diseases. Circulation 116: 1413–23.1787598210.1161/CIRCULATIONAHA.106.679589PMC3808829

[81] SheikhF, ChenY, ChenY, LiangX, HirschyA, et al (2006) alpha-E-catenin inactivation disrupts the cardiomyocyte adherens junction, resulting in cardiomyopathy and susceptibility to wall rupture. Circulation 114: 1046–55.1692375610.1161/CIRCULATIONAHA.106.634469

[82] PurcellNH, DarwisD, BuenoOF, MüllerJM, SchüleR, et al (2004) Extracellular signal-regulated kinase 2 interacts with and is negatively regulated by the LIM-only protein FHL2 in cardiomyocytes. Mol Cell Biol 24: 1081–95.1472995510.1128/MCB.24.3.1081-1095.2004PMC321437

[83] GoochJL (2006) An emerging role for calcineurin Aalpha in the development and function of the kidney. Am J Physiol Renal Physiol 290: F769–76.1652792210.1152/ajprenal.00281.2005

[84] BlancoJG, SunCL, LandierW, ChenL, Esparza-DuranD, et al (2012) Anthracycline-related cardiomyopathy after childhood cancer: role of polymorphisms in carbonyl reductase genes–a report from the Children's Oncology Group. J Clin Oncol 30: 1415–21.2212409510.1200/JCO.2011.34.8987PMC3383117

[85] GhoshP, DahmsNM, KornfeldS (2003) Mannose 6-phosphate receptors: new twists in the tale. Nat Rev Mol Cell Biol 4: 202–12.1261263910.1038/nrm1050

[86] CroceK (2010) S100A8/A9 complex: more than just a biomarker of cardiovascular risk? Circ J 74: 626–627.2023410010.1253/circj.cj-10-0192

[87] PereraC, McNeilHP, GeczyCL (2010) S100 Calgranulins in inflammatory arthritis. Immunol Cell Biolm 88: 41–49.10.1038/icb.2009.8819935766

[88] NackenW, RothJ, SorgC, KerkhoffC (2003) S100A9: a myeloid S100 representative as a prominent player in innate immunity. Microsc Res Tech 60: 569–580.1264500510.1002/jemt.10299

[89] TodorovaVK, KaufmannY, HenningsLJ, KlimbergVS (2010) Glutamine regulation of doxorubicin accumulation in hearts versus tumors in experimental rats. Cancer Chem Pharmacol 66: 315–23.10.1007/s00280-009-1165-819898822

[90] TodorovaV, KaufmannY, HenningsL, KlimbergS (2009) Protective effects of glutamine against acute doxorubicin cardiotoxicity in tumor-bearing rats. J Nutr 140: 44–8.1988981010.3945/jn.109.113415

[91] HermanEH (1998) FerransVJ (1998) Preclinical animal models of cardiac protection from anthracycline-induced cardiotoxicity. Semin Oncol 25: 15–21.9768819

[92] IarussiD, IndolfiP, CasaleF, CoppolinoP, TedescoMA, et al (2001) Recent advances in the prevention of anthracycline cardiotoxicity in childhood. Curr Med Chem 8: 1649–60.1156228410.2174/0929867013371888

[93] WallaceKB (2003) Doxorubicin-induced cardiac mitochondrionopathy. Pharmacol Toxicol 93: 105–15.1296943410.1034/j.1600-0773.2003.930301.x

[94] ShiY, MoonM, DawoodS, McManusB, LiuPP (2011) Mechanisms and management of doxorubicin cardiotoxicity. Herz 36: 296–305.2165605010.1007/s00059-011-3470-3

[95] Harvey RA, Champe PC (eds) (1992) Anticancer drugs, in Lippincott's Illustrated Reviews: Pharmacology. Philadelphia, JB Lippincott Company.

[96] HershmanDL, ShaoT (2009) Anthracycline cardiotoxicity after breast cancer treatment. Oncology 23: 1–15.19418823

[97] SingalPK, IliskovicN (1998) Doxorubicin-induced cardiomyopathy. N Engl J Med 339: 900–905.974497510.1056/NEJM199809243391307

[98] ShiY, MoonM, DawoodS, McManusB, LiuPP (2011) Mechanisms and management of doxorubicin cardiotoxicity. Herz 36: 296–305.2165605010.1007/s00059-011-3470-3

[99] YiX, BekeredjianR, DeFilippisNJ, SiddiqueeZ, FernandezE, et al (2006) Transcriptional analysis of doxorubicin-induced cardiotoxicity. Am J Physiol Heart Circ Physiol 290: H1098–102.1624391010.1152/ajpheart.00832.2005

[100] MinottiG, MennaP, SalvatorelliE, CairoG, GianniL (2004) Anthracyclines: molecular advances and pharmacologic developments in antitumor activity and cardiotoxicity. Pharmacol Rev 56: 185–229.1516992710.1124/pr.56.2.6

[101] KreshJY, ChopraA (2011) Intercellular and extracellular mechanotransduction in cardiac myocytes. Pflugers Arch 462: 75–87.2143760010.1007/s00424-011-0954-1

[102] VanburenP, MaJ, ChaoS, MuellerE, SchneiderDJ, et al (2011) Blood gene expression signatures associate with heart failure outcomes. Physiol Genomics 43: 392–7.2126650410.1152/physiolgenomics.00175.2010PMC3092336

[103] AverillMM, KerkhoffC, BornfeldtKE (2012) S100A8 and S100A9 in cardiovascular biology and disease. Arterioscler Thromb Vasc Biol 32: 223–9.2209598010.1161/ATVBAHA.111.236927PMC3262097

[104] HealyAM, PickardMD, PradhanAD, WangY, ChenZ, et al (2006) Platelet expression profiling and clinical validation of myeloid-related protein-14 as a novel determinant of cardiovascular events. Circulation 113: 2278–2284.1668261210.1161/CIRCULATIONAHA.105.607333

[105] AltweggLA, NeidhartM, HersbergerM, MüllerS, EberliFR, et al (2007) Myeloid-related protein 8/14 complex is released by monocytes and granulocytes at the site of coronary occlusion: a novel, early, and sensitive marker of acute coronary syndromes. Eur Heart J 28: 941–948.1738713910.1093/eurheartj/ehm078

[106] BoydJH, KanB, RobertsH, WangY, WalleyKR (2008) S100A8 and S100A9 mediate endotoxin-induced cardiomyocyte dysfunction via the receptor for advanced glycation end products. Circ Res 102: 1239–1246.1840373010.1161/CIRCRESAHA.107.167544

[107] CroceK, GaoH, WangY, MoorokaT, SakumaM, et al (2009) Myeloid-related protein-8/14 is critical for the biological response to vascular injury. Circulation 120: 427–436.1962050510.1161/CIRCULATIONAHA.108.814582PMC3070397

[108] YiX, BekeredjianR, DeFilippisNJ, SiddiqueeZ, FernandezE, et al (2006) Transcriptional analysis of doxorubicin-induced cardiotoxicity. Am J Physiol Heart Circ Physiol 290: H1098–102.1624391010.1152/ajpheart.00832.2005

[109] BerthiaumeJM, WallaceKB (2007) Persistent alterations to the gene expression profile of the heart subsequent to chronic Doxorubicin treatment. Cardiovasc Toxicol 7: 178–86.1790156110.1007/s12012-007-0026-0

How the deposited data were processed for this re-analysis (not part of the article)

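The study treated rats with a single dose of DOX (12 mg/kg) or saline and took the left ventricle and the PBMC 48 h later. The expression of genes in these samples was measured on Illumina RatRef-12 BeadChips after amplification of the RNA. The deposited data used here are the 34 arrays of this experiment, 17 per tissue, of which 8 are labelled saline and 9 DOX. The blood counts, blood chemistry, DOX concentrations, RT-qPCR cycle values, and Gene Ontology and IPA results of the study were not analysed here, since the array files do not hold them and the annotation behind the published terms is not at hand.

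The deposited values are log2 intensities of 22523 probes. The authors exported the intensities without background subtraction, took log2 and centred each array on its own median, so that the median of every array is 0. The paper names repeat arrays for some rats, and how they enter the deposited columns is not stated. The deposited tables of raw intensities, 34 columns of values, carry sample numbers that match no sample label. They were not used here, so no detection p-values entered the results. A log2 value of 0 is the middle of all probes of an array and is close to background. Signal over background therefore limits the precision, and for a gene near 0 on both sides the arrays cannot show a change.

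A gene symbol was taken from the platform annotation, checked against the RefSeq gene table through its Entrez gene ID. A single symbol was found for 13793 probes and none for 8730, no probe had several, and 13752 of the IDs were in the gene table. These probes covered 13337 genes, each represented by its probe with the largest average over the 34 arrays. The paper calls a gene expressed above an average log2 intensity of 7.2 on the uncentred scale. On the centred scale the dividing value was read from the expression column of Table S1, in which the highest average of a probe not expressed was 0.152 and the lowest of a probe expressed 0.153; 0.1524 was used. By it, 9386 probes were expressed and 13137 were not, and 6760 expressed genes had a symbol. A further 2492 expressed probes had no symbol and entered only the count over all expressed probes. The file of Table S1 at hand holds 1998 genes and Table S6 188 molecules. As in the paper's methods, the median of the probes not expressed was subtracted from each array.

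DOX was compared with saline in each tissue separately with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group means, no block), with Benjamini-Hochberg adjustment over the 6760 genes. A gene was called at an adjusted p under 0.05 and a fold change over 2, the paper's thresholds. The error given with a log2 fold change is limma's moderated standard error. Genes called in both tissues in the same direction make up the shared genes. The difference between the tissues in the effect of DOX was tested in a fit with 4 group means over all 34 arrays, at an adjusted p under 0.05. Array-level measures were compared by two-sided exact permutation tests over all 24310 splits of 8 and 9 arrays, with adjustment over 4 measures per comparison. The test was tested on simulated data, drawn as normal noise with each gene's control mean and residual SD, with 200 of 6760 genes shifted. At a log2 shift of 1.5, limma recovered 99% of them in the heart, 84% in the PBMC as labelled and 88% in the PBMC grouped as in Table S1. At a log2 shift of 3 it recovered 100%, 97% and 99%, with 0, 4 and 2 false calls, respectively. The noise was drawn independently for each gene, without differences shared by the genes of an array. These rates therefore do not carry over to the real arrays. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for the tables, the array measures and the figures.

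The estimates of Table S1 were set against differences of group means of the deposited values. For the heart they equal DOX minus saline as labelled, and for the PBMC they equal another grouping, in which the arrays labelled saline 1 to 8 and DOX 1 stand as DOX and those labelled DOX 2 to 9 as controls. This was seen only after the values had been examined. The comparison by the labels was kept as fixed, and the comparison grouped as in Table S1 was added. PBMC results are given by this grouping, and for the counts and part of the genes and lists also by the labels.

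The comparisons, their tests, the gene lists, the rule for the genes named and the alternative settings, apart from those named as added later, were fixed before the data were examined. Among the array measures, the number of distinct values was not fixed in advance. It took the place of a count of probes by detection p-value, which the values used do not allow. Part of the values of Table S1, Table S6 and Fig. 11 had then been seen in the paper. The genes named are those that the paper names, the 8 with the largest increase and the 8 with the largest decrease per comparison among called genes whose groups do not overlap, the 3 with the largest test statistic of each gene list, and up to 20 genes called higher in both tissues or in opposite directions. A gene outside this rule is said to have been named after its values were seen. Of the genes that the paper names, those with no expressed probe under their symbol were left out.

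There were 31 gene lists, each tested where at least 5 members were expressed. They cover the sarcomere and contractile genes, cardiac stress and fetal genes, oxidative phosphorylation, fatty acid oxidation, the NRF2 pathway, ubiquitin and the proteasome, PI3K/AKT signaling, p53 targets, apoptosis, aminoacyl-tRNA synthetases, cytosolic ribosomal proteins, heat shock proteins and chaperones, immediate early genes, glucocorticoid-responsive genes, inflammation, interferon response and the cell cycle. Marker lists cover T cells, B cells, NK cells, monocytes and macrophages, neutrophils, platelets, erythroid cells, endothelium, fibroblasts and matrix, smooth muscle and adipocytes, and 1 list holds common reference genes. The molecules of Table S6 and the set for apoptosis of cardiomyocytes in Table S5 were chosen by the study on these samples and are not independent evidence. A list's shift against the other genes was tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the 31 lists.

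The alternatives were quantile normalization within each tissue, the deposited values without the subtraction of the not-expressed median, no filter on dim genes, a filter on the average of the tissue, p-values set against the genes not expressed followed by Storey's q (λ = 0.5), no fold threshold or one over 2-fold, the mean of a gene's probes, a joint fit of both tissues, blocks, array weights, the estimated correlation, and each array left out in turn. Added after the data had been seen were the grouping of Table S1, leaving out the pair of PBMC arrays that stand apart, and all expressed probes. For each count, 100 seeded splits of the arrays, the real one included, show what other groupings give.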

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

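The test of the difference between the tissues by the labels and the comparison of each array with its group were set in advance, and the other tests of this part were chosen after the results had been seen.

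Markers of blood cells that gradient centrifugation largely removes from PBMC stood above the other genes, most of which fell. With the grouping of Table S1, the median log2 fold change relative to other genes was 2.08 for 11 neutrophil markers, S100a8 and S100a9 of the paper among them, and 1.19 for 20 erythroid markers, a list that the paper does not analyse. It was 1.16 for the sarcomere genes, of which 1 of 25 was called, so that a shift of this size can come from the fall of the other genes alone. Of the erythroid markers, Rhd (1.92 ± 0.694, log2, SE, n = 9 and 8 arrays) and Trim10 (1.07 ± 0.325) rose, Gypc (−1.59 ± 0.327) and Epb41 (−1.27 ± 0.519) fell, and 16 did not pass; adjusted over the list alone, 2 rose and 1 fell. Trim10 and Epb41 were named after their values were seen. Trim10 was not called without the array labelled saline 4 (0.943), saline 5 (0.951) or saline 7 (0.925), nor Epb41 without that labelled saline 6 (−0.959), DOX 1 (−0.984), DOX 3 (−1.176) or DOX 9 (−1.247). The list was higher than other genes by camera (adjusted p = 6.75e-10; adjusted p = 0.329 with an estimated correlation), as was the neutrophil list (adjusted p = 3.81e-12; adjusted p = 0.0707 with an estimated correlation). With quantile normalization the erythroid median moved from 0.06 to 1.17, and 11 members rose and none fell.

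The estimated effect of DOX differed between the tissues for many genes, in part because a gene is read in 1 tissue only. limma's test of the difference called 4091 genes with the PBMC grouped as in Table S1 and 6157 as labelled. Genes called in opposite directions in the tissues numbered 9 and 1811, respectively. Among 100 splits of the arrays, 1 had as many tissue differences as the real one by the labels, itself, with 3221 in the highest other. With the grouping of Table S1, 3 of 100 did, the highest other having 5274, more than the real 4091. By the labels no other split reached the real count. With the grouping of Table S1 other splits did, so chance is not excluded for that count. The splits regroup both tissues at once, so that a change in 1 tissue alone can raise the real count. They therefore do not decide whether the effects differ between the tissues. The higher count of another split points to a structure among the arrays.

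Single arrays lay far from their group in 63 of 450 groups of 8 or 9 arrays by Dixon's test, among them 59 of 438 groups of values of a gene; chance gives about 1 in 20. On the array labelled PBMC saline 4, the median of the expressed genes was 1.46, against 0.30 to 0.77 on the others of its side. Many genes were higher there than on the other arrays of the DOX side of Table S1. The log2 intensity was 2.62 for Klf9, 4.85 for Upp1, 3.20 for Retnla, 0.67 for Cd4, 2.45 for Cd27, 0.99 for Itgam, 0.92 for Jun, 0.81 for Hmox1, 1.89 for Hmox2, 2.60 for Gstm1 and 1.34 for Cbr1. It was 1.61 for Ikbkb, which also stood above the arrays labelled saline, 2.82 for Nampt, 2.06 for Nt5e, 6.61 for Dusp1, 1.79 for Prnp, 3.93 for Ppp3ca, 1.62 for Igf2r, 1.72 for Ube2g2, 0.33 for Psmc6, 2.20 for Stip1, 0.79 for Akt1 and 0.47 for Tfrc. It was 1.00 for Atp2a2, 4.34 for Mmp8, 4.90 for Pglyrp1, 6.55 for Slpi and 0.34 for Smtn.

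Apart from the array labelled DOX 1, treated below, the other PBMC arrays with such values lay on the control side of Table S1. The array labelled DOX 8 was high in Jun (2.79), Gstk1 (2.41) and Plvap (2.38), that labelled DOX 2 high in Mt1 (6.31), and that labelled DOX 5 low in Mdm2 (3.63) and Pdpk1 (2.71). In the heart, saline 6 was high in Nfe2l2 (4.08), Nt5e (3.97), Igf2r (5.02), Anxa1 (4.55), Clu (7.51), Fcgr1a (0.63) and Vcam1 (2.99). Heart DOX 6 was low in Hsp90ab1 (2.42), Slc25a30 (2.48), Gclm (1.24), Atp5f1b (4.01), Parp1 (0.74), Sod2 (0.39) and Synpo2 (1.42) and high in Vcam1 (0.26). Heart DOX 2 was high in RT1-Da (1.40), Timp1 (0.59) and Lipe (0.24), and heart DOX 9 low in Nrtn (−0.25).

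By the labels, the array labelled PBMC DOX 1 lay far below the others labelled DOX. Its median of the expressed genes was 0.32, against 1.70 to 2.17 on the others, its 95th percentile 2.00 against 4.16 to 4.72, and its number of distinct values 3086 against 22278 to 22419. It was low in Nfe2l2 (0.52), Jak1 (2.54), Sik1 (2.21), Ikbkb (0.71) and Fhl2 (−0.066).

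The side in Table S1 differs from the label for 16 of 17 PBMC arrays, and the array labelled DOX 1 is the exception. In the deposited order, all arrays of its DOX side, the exception included, come before those of its control side. This order also goes with an exchange of labels. If the treatment labels of 16 PBMC arrays had been exchanged, the arrays with few distinct values, all of them DOX in the heart, would be those of the DOX side of Table S1; all 9 such PBMC arrays were, and 1 of the 9 is labelled DOX, which is consistent with an exchange of labels. If the groups of Table S1 had been exchanged and the labels were right, the T cell markers, which lymphocytopenia would lower, should be higher on its DOX side; their median log2 fold change was −0.77 with quantile normalization, but the shift against other genes did not pass with an estimated correlation (adjusted p = 0.619), so by this test the groupings cannot be told apart. The RT-qPCR of S100a8, Tpm3 and Nfe2l2 in the PBMC and the lymphocytopenia that the paper reports run in the direction of Table S1, which does not settle the labels. For the thrombocytopenia the platelet markers gave no clear direction. As labelled, 5 of 14 were called higher and 1 lower on the arrays labelled DOX. Against the other genes, camera nevertheless placed the list lower there (adjusted p = 0.0195, and 0.889 with an estimated correlation). No biological explanation was tested for this conflict.

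The arrays labelled PBMC saline 6 and DOX 1 correlate at 0.929 with each other, at 0.590 to 0.837 with the other 7 of the DOX side of Table S1 and at 0.554 to 0.686 with its control side. A candidate explanation is fewer platelet and red cell transcripts in these samples. The median of 14 platelet markers, relative to the array median, was 0.90 and 1.68 on them and at least 3.19 on the other 7, a gap of −1.51 (log2), and the median of 20 erythroid markers was at most 0.08 against at least 0.58. The most abundant of these markers stayed high on average over the DOX side, with Pf4 at 7.65 and Hba-a1 at 8.12, and Vwf and Sparc are also genes of the endothelium and the matrix. A difference in the blood of these rats stays open and was not tested.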

How the results depend on the processing

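The grouping of Table S1, leaving out the pair of PBMC arrays that stand apart and the count over all expressed probes were chosen after the data had been seen, and the other settings in advance.

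In the heart, 3349 genes were called. Quantile normalization called 1497, and no fold threshold 5822, which by its construction admits smaller changes. With the deposited values, no filter on dim genes, the filter on the tissue average, p-values set against the genes not expressed, averaged probes, the joint fit, array weights and all expressed probes, the heart count stayed between 3275 and 4505, with more lower than higher genes. Leaving out an array gave 3262 (without saline 6) to 3398 (without saline 2).

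In the PBMC as labelled, 3060 genes were called. Quantile normalization called 797, no fold threshold 4825 and the p-values set against the genes not expressed 0 (2133 at an unadjusted p under 0.05; limma on the same values called 3060). The grouping of Table S1 called 3711 and reversed the direction, by its construction. Leaving out an array gave 2843 (without labelled saline 7) to 3614 (without labelled DOX 1). With the grouping of Table S1, quantile normalization called 1008, and leaving out an array gave 3602 (without labelled DOX 8) to 3902 (without labelled saline 4).

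The 18 genes called in both tissues by the labels became 41 with quantile normalization, 0 with p-values set against the genes not expressed, 216 with no fold threshold, 29 with array weights, 40 over all expressed probes, 1829 in any direction, 29 without the PBMC arrays that stand apart and 2260 with the grouping of Table S1. Leaving out an array gave 14 (without labelled PBMC saline 7) to 38 (without labelled PBMC saline 6). The 2260 genes grouped as in Table S1 became 273 with quantile normalization and 4505 with no fold threshold, and 2170 (without labelled PBMC DOX 1) to 2369 (without labelled PBMC saline 4) with an array left out. The difference between the tissues covered 6157 genes by the labels, mostly with the PBMC effect above, and 4091 with the grouping of Table S1, mostly below. With quantile normalization the latter count was 3592, mostly above. With the tissue average filter it was 2707, as fewer genes were tested, and over 2-fold 2264. Leaving out an array gave 6120 (without labelled PBMC DOX 4) to 6248 (without labelled PBMC DOX 1) by the labels and 3944 (without labelled PBMC saline 2) to 4454 (without labelled PBMC saline 4) with the grouping of Table S1. Apart from what construction shows, the cause was not tested.

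Of 93 list results, quantile normalization reversed 1, heart oxidative phosphorylation (adjusted p = 0.700), made 12 pass and 27 no longer pass. With no filter on dim genes the comparison set holds many genes near background, and 8 reversed. By the labels these were oxidative phosphorylation (adjusted p = 0.521), monocyte markers (0.960) and reference genes (0.887). With the grouping of Table S1 they were fatty acid oxidation (adjusted p = 0.0430), the NRF2 pathway (0.719), apoptosis (0.0431), ribosomal proteins (0.719) and monocyte markers (0.791). With an estimated correlation, 38 no longer passed. Of 219 gene results, quantile normalization reversed 10, made 2 pass and 78 no longer pass; p-values set against the genes not expressed left 24 no longer passing. The reversed genes were Gclm (1.17), Gstm2 (1.32), Upp1 (0.24), Cxcl16 (0.13), H2az1 (0.52) and Cfd (0.057) in the heart and Gstk1 (0.23), Eif2s3 (0.29), Psmb9 (0.74) and Gypc (0.13) in the PBMC grouped as in Table S1. The cause was not tested. Array weights made 3 lists and 2 genes pass and 3 lists and 7 genes no longer pass, averaged probes 2 lists pass and 2 lists and 6 genes no longer pass, and the deposited values 2 lists pass and 3 lists and 3 genes no longer pass. The filter on the tissue average made 3 lists pass and 11 no longer pass. With no filter on dim genes 25 lists passed anew, and 19 lists and 2 genes no longer passed. Over all arrays left out in turn, 3669 gene values kept their call, 6 passed anew and 48 no longer passed, and 1533 list values kept theirs, 24 passed anew and 24 no longer passed. All 204 array-level values with an array left out kept their direction.

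The paper numbered the samples so that those of a rat could be identified, and the labels do not say that their numbers are these. After removal of the group means, heart saline and DOX arrays of the same number correlated at −0.143 to 0.146, and heart and PBMC arrays at −0.178 to 0.108 (saline) and −0.0978 to 0.145 (DOX). PBMC saline and DOX arrays of the same number correlated at −0.417 to 0.78 (median 0.279), 3 of 8 best with their own number. The rats of the DOX and control groups differ, so this cannot be a pairing by rat. Another link between arrays of the same number stays open and was not tested. With the number as a replicate block, limma called 3341 genes in the heart, 3029 in the PBMC as labelled and 17 in both. This block made 3 list results pass that did not pass without it. The tissue difference covered 6147 genes with it, and 6150 with the rat as random replicate block (consensus correlation −0.0334). The rat was not run as a block with the grouping of Table S1, since the number would then join heart and PBMC samples of opposite treatment for 16 of 17 PBMC arrays.

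Not run were normexp background correction, the filters on detection p-values, the BeadChip as a block and the first of repeat arrays, since the values used give no detection p-value, chip or repeat. Signal over background is a limit: on the heart DOX arrays the 95th percentile of the log2 intensities was 1.67 to 2.65, against 3.64 to 4.21 on the saline arrays, so that a gene of middle intensity could not fall much further.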

Differences from the paper's values

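The alternatives were set before the data were examined, except the grouping of Table S1 and the count over all expressed probes, which were chosen after seeing the values. The paper's thresholds, an FDR under 0.05 and a fold change over 2, were used here, on the 6760 expressed genes with a symbol against 9145 in the paper.

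In the heart, 92 genes were called higher, and the paper's value is 382. Quantile normalization (448) and no fold threshold (415) come within 1.5 times the paper's value, as do all expressed probes (410), a setting chosen after seeing the values that drops 0 of the 571 heart genes called in the held part of Table S1, against 54 dropped without it. The deposited values, no filter on dim genes, the tissue average filter, p-values set against the genes not expressed, averaged probes, the joint fit, the block by number and array weights do not. Lower genes, 3257 in the main fit, numbered 1049 with quantile normalization and 5407 with no fold threshold. All expressed probes gave 4095, the nearest of these to the paper's number of lower genes.

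In the PBMC as labelled, 3008 genes were called higher and 52 lower; the paper's values are 31 and 4089. Every alternative set in advance keeps both differences. With the grouping of Table S1, chosen after seeing the values, 32 genes were higher and 3679 lower, which comes within 1.5 times the paper's values and drops 53 of the 541 PBMC genes called in the held part of Table S1, none of them among the 488 tested.

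For both tissues with the PBMC as labelled, 18 genes were called in the same direction and the paper's value is 2411; 12 were lower and the paper's value is 2399. This is 0.266% of the genes tested, and the paper's value is 26.4%. Every alternative set in advance keeps these 3 differences. Higher in both were 6 genes as labelled, and the paper's value is 12; quantile normalization (10), the block by number (8) and array weights (10) come within 1.5 times of it, and the others do not. With the grouping of Table S1, chosen after seeing the values, 2260 genes were called, 2257 of them lower, within 1.5 times the paper's values. The 3 genes higher in both then still differ from the paper's 12. No fold threshold (12) reaches the paper's value; quantile normalization, the deposited values, no filter on dim genes, the tissue average filter, p-values set against the genes not expressed, averaged probes, the joint fit and array weights do not. All expressed probes, chosen after seeing the values, gave 11 and drop 0 of the genes called in either tissue in the held part of Table S1.

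The array folds of Fig. 11 were read by eye. For Nfe2l2 in the heart the fold was −4.24, against the paper's about −6.5 in Fig. 11, and every alternative keeps the difference. In the paper's text, the value of NRF2 in the heart equals the log2 fold change found here. For Tpm3 in the PBMC grouped as in Table S1 the fold was −6.07, against the paper's about −3.8 in Fig. 11, and every alternative keeps the difference, the nearest of them averaged probes at −4.97. In the PBMC as labelled, the fold was −17.2 for S100a8 against the paper's about 25 in Fig. 11. It was 3.50 for Tpm3 against about −3.8, 4.80 for Ywhab against about −6.8 and 4.33 for Ctnna1 against about −5.9. It was 10.2 for Jak1 against the paper's about −11 in Fig. 11. The fold was 3.68 for Nfe2l2 against about −4.5 and 3.27 for Clu against about −5.9. Every alternative set in advance keeps these differences, and the grouping of Table S1, chosen after seeing the values, turns the direction of all 7 to the paper's, with the dropped genes as above.

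The paper states that GSTM2 and GSTM5 were down-regulated. Here Gstm2 (log2 fold change −0.32 in the heart and 0.04 in the PBMC grouped as in Table S1) and Gstm5 (−0.78 and 0.57) were not called lower, while Gclc, Gstm1, Gstk1, Nfe2l2 and Cbr1, which it names beside them, fell in both. With no fold threshold Gstm5 passes as lower in the heart. With quantile normalization Gstm2 was called higher in the heart (1.32) and Gstm5 in the PBMC (1.36). Of the protein kinase C genes that the paper names as down-regulated alike, Prkch fell in both tissues and Prkcb in the PBMC. Prkca (−0.41 in the heart and −0.17 in the PBMC) and Prkcb in the heart (−0.54) were not over 2-fold, and with no fold threshold both pass in the heart. The paper describes the decrease of the shared genes as stronger in the PBMC, which here is a narrow majority, since 1193 of the 2260 shared genes lay further from 0 in the PBMC with the grouping of Table S1. With quantile normalization it is a minority, 113 of 273. The paper holds that RT-qPCR bears out the arrays. For the genes that fell in the heart, the folds by RT-qPCR in Fig. 11 are smaller than those by array, in the same direction or near no change.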

Other observations

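The gene lists and the splits for the heart and for the PBMC as labelled were set in advance; the other splits, the lists' values with the grouping of Table S1 and the tests of explanations were chosen after the results had been seen.

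Marker genes of the supporting tissues of the heart fell along with those of the muscle, as most genes did. Of 28 fibroblast and matrix genes, 22 fell and 6 did not pass, and of 17 endothelial markers 15 fell and 2 did not pass. Of 6 adipocyte markers, Fabp4 (−3.01 ± 0.177, log2, SE, n = 9 DOX and 8 saline arrays), Cidea (−2.95 ± 0.181), Lpl (−2.68 ± 0.076), Lipe (−1.83 ± 0.089) and Cfd (−1.21 ± 0.34) fell. Among 6 smooth muscle markers, Tagln (−1.51 ± 0.137), Des (−2.65 ± 0.153), Synpo2 (−2.43 ± 0.149) and Smtn fell, whereas Cald1 rose (1.02 ± 0.201). Genes of protein synthesis and folding fell too: 40 of 53 ribosomal protein genes, 11 of 14 aminoacyl-tRNA synthetases and 26 of 29 chaperone genes. Rps24 (2.01 ± 0.243) and Hsp90ab1 rose among them. Of 15 cardiac stress genes 12 fell, of 15 p53 targets 9, and of 14 glucocorticoid-responsive genes 7. Of 21 immediate early genes 15 fell and Ier5 rose. No other member of these lists rose. Over these lists the median log2 fold change ran from −1.07 for the glucocorticoid-responsive genes, which turned to 0.09 with quantile normalization, to −2.27 for the immediate early genes. None of these lists differed from the other genes by camera; the reference genes, with a median of −2.51, just missed the threshold (adjusted p = 0.0500) and passed without any 1 of saline 1 and 5 and DOX 1, 2, 4, 5, 6, 7 and 8 (0.0335 to 0.0492). For the reference genes camera gave an adjusted p of 0.829 with an estimated correlation and of 0.187 with quantile normalization. Without DOX 6 the aminoacyl-tRNA synthetases were lower than other genes (adjusted p = 0.0436). Cfd was not called without saline 6 (−0.942), and Cald1 was not without any 1 of saline 2, 7 and 8 and DOX 2, 3 and 8 (0.883 to 0.999).

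Genes of immune cells and of inflammation mostly did not pass in the heart, where many of them read near background. Of 20 inflammation genes, Ccl5 (−1.54 ± 0.095), Cxcl16 (−1.13 ± 0.184), Vcam1 (−1.65 ± 0.185) and Timp1 (−1.52 ± 0.16) fell and 16 did not pass. Of 20 monocyte and macrophage markers, C1qa (−1.22 ± 0.143), C1qb (−2.32 ± 0.131) and C1qc (−1.81 ± 0.136) fell and the Fc receptor Fcgr1a rose (1.25 ± 0.15). Of 21 cell cycle genes, Cdk4 (−1.55 ± 0.166), Pcna (−2.50 ± 0.212), Tubb5 (−1.42 ± 0.102), Stmn1 (−1.18 ± 0.096) and H2az1 (−1.19 ± 0.185) fell. Of 24 interferon response genes 6 fell and Psmb9 rose. Of 13 B cell markers, Ebf1 (−1.04 ± 0.07) and RT1-Da (−2.31 ± 0.14) fell, of 15 NK cell markers Ccl5, of 14 platelet markers 6 and of 20 erythroid markers 7. Against the other genes, most of which fell, camera placed several of these lists higher, with adjusted p-values of 7.06e-07 for T cells, 0.00662 for NK cells, 0.00653 for erythroid cells, 0.0110 for monocytes, 0.0232 for inflammation and 0.0289 for interferon response. With an estimated correlation only the T cell list passed (adjusted p = 0.00377), and with quantile normalization none of them did (adjusted p = 0.115 for T cells). Cxcl16 was not called without saline 6 (−0.989). With quantile normalization Cxcl16, H2az1 and Cfd turned sign and were not called, and the medians of the monocyte, erythroid and interferon lists lay between 0.03 and 0.06. Genes of this paragraph and the one above with at most 5 calls in a list, apart from those that the naming rule gives, were named after their values were seen.

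In the PBMC grouped as in Table S1, lymphocyte genes and early-response genes were lower on the DOX side. Of 13 B cell markers 11 fell, among them Ebf1 (−2.04 ± 0.17, log2, SE, n = 9 and 8 arrays) and Cd72 (−2.33 ± 0.197), and of 15 NK cell markers 12 fell. Of 20 monocyte and macrophage markers 8 fell, and the median of the list turned from −0.73 to 0.14 with quantile normalization. Of 21 immediate early genes 19 fell, including Jun (−2.23 ± 0.10), and of 14 glucocorticoid-responsive genes 10, including Errfi1 (−1.36 ± 0.097). Neither list differed from the other genes by camera (adjusted p = 0.0758 and 0.350; 0.0495 for the former without the array labelled DOX 9), and only with quantile normalization were both lower (adjusted p = 0.00960 and 0.00957; adjusted p = 0.501 for both with an estimated correlation). Genes of protein synthesis fell as well: 13 of 14 aminoacyl-tRNA synthetases, which were lower than other genes by camera (adjusted p = 0.0374; adjusted p = 0.911 with an estimated correlation; adjusted p = 0.116 with quantile normalization), 24 of 29 chaperone genes and 31 of 53 ribosomal protein genes. Of 24 fatty acid oxidation genes 15 fell, of 15 p53 targets 6, of 20 inflammation genes 10 and of 14 platelet markers 7. Of 24 interferon response genes 13 fell and Ifit3 rose (1.09 ± 0.407), and of 21 cell cycle genes 13 fell and Ube2c rose (1.18 ± 0.407). Ifit3 was not called without the array labelled saline 4 (0.784) or saline 6 (0.944), Ube2c without that labelled saline 4 (0.998), and the aminoacyl-tRNA synthetases did not pass without that labelled DOX 5 (adjusted p = 0.0509). The medians of the p53, inflammation and interferon lists, all negative, turned to between 0.04 and 0.14 with quantile normalization.

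Markers of the solid tissue mostly read near background in the PBMC. Of 25 sarcomere genes Atp2a2 fell (−2.46 ± 0.206), of 15 cardiac stress genes Ucp2 and Mt1 (−3.36 ± 0.364), of 6 smooth muscle markers Smtn and of 6 adipocyte markers none. Of 17 endothelial markers, Vwf (−2.52 ± 0.46), Fli1 (−2.55 ± 0.416), Plvap (−1.24 ± 0.212), Klf2 (−2.88 ± 0.474) and Klf4 (−2.74 ± 0.281), most of which platelets or leukocytes also express, fell and Aqp1 rose, and of 28 fibroblast and matrix genes 6 fell. camera placed the sarcomere list above the other genes, most of which fell (adjusted p = 3.03e-14; adjusted p = 0.00247 with an estimated correlation). It also placed 11 further lists there, none of which passed with an estimated correlation: cardiac stress (adjusted p = 0.000202), ribosomal proteins (0.00332), inflammation (0.0134), monocytes (0.0224), endothelium (0.0090), fibroblasts and matrix (5.55e-06), smooth muscle (0.0224) and adipocytes (0.0129), beside the NRF2, neutrophil and erythroid lists. The sarcomere (adjusted p = 0.0232), neutrophil and erythroid lists passed with quantile normalization too, and the other 9 did not. The monocyte list did not pass without the array labelled saline 4 (adjusted p = 0.0712) or DOX 9 (0.0504), nor the NRF2 list without that labelled saline 4 (0.0607). Aqp1 was not called without any 1 of those labelled saline 2, 4, 5, 7 and 8 and DOX 8 and 9 (1.477 to 1.631). As labelled the directions were the opposite, with 17 of 21 T cell, 10 of 13 B cell and 18 of 21 immediate early genes higher on the arrays labelled DOX.

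Most expressed genes were lower on the DOX arrays of the heart, and 1 of 100 splits, the real one, called as many as 3349, with 2508 in the highest other, so chance can be excluded. One level-dependent loss of signal shared by all genes was tested as the whole cause. If it kept the order of the genes, quantile normalization would leave no more calls than other splits give. There, 1497 genes were called against 722 in the highest other split, which argues against a loss of that kind. A loss that brings genes close to background can change their order and so give calls too, and the test does not decide about it. For a loss of signal on the DOX arrays that the amplified cDNA does not share, RT-qPCR of the same cDNA should give much smaller folds; of the 6 genes of Fig. 11 that fell in the heart, all 6 had a fold by RT-qPCR under 0.5 of the array fold, which is consistent with such a loss for part of the decrease. As 0 heart saline arrays had as few distinct values as any DOX array, an effect of DOX and a difference in how the groups of arrays were processed or exported cannot be told apart. A biological effect of DOX stays open and was not separated from these.

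The same check of 100 splits excludes chance for the PBMC count with the grouping of Table S1, but not for that as labelled. As labelled, 2 splits called at least the 3060 genes of the PBMC, the real one among them, with 3405 in the highest other. Another split thus called more genes than the labels did, which points to a structure among the arrays. With p-values set against the genes not expressed, 0 genes were called as labelled. The grouping of Table S1 called 3711 genes, which 1 split reached, the real one, and the highest other called 3185. Its sides also differ in the number of distinct values (2804 to 5746 against 22278 to 22419). The check therefore does not bear on a technical difference between the sides. For genes called in both tissues the splits decide nothing about the overlap, since most splits call few genes in a tissue and the highest other shared 0: 1 of 100, the real one, had as many as 18 by the labels and 1 as many as 2260 with the grouping of Table S1. Independent lists would share 40.9 higher and 25.1 lower genes by the labels, more than the 18, and 0.436 and 1773 with the grouping of Table S1. With quantile normalization the counts of 797 and 1008 in the PBMC stood against 519 and 680 in the highest other splits.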
